# Lamin B1 mapping reveals the existence of dynamic and functional euchromatin lamin B1 domains

**DOI:** 10.1038/s41467-018-05912-z

**Published:** 2018-08-24

**Authors:** Laura Pascual-Reguant, Enrique Blanco, Silvia Galan, François Le Dily, Yasmina Cuartero, Gemma Serra-Bardenys, Valerio Di Carlo, Ane Iturbide, Joan Pau Cebrià-Costa, Lara Nonell, Antonio García de Herreros, Luciano Di Croce, Marc A. Marti-Renom, Sandra Peiró

## Abstract

Lamins (A/C and B) are major constituents of the nuclear lamina (NL). Structurally conserved lamina-associated domains (LADs) are formed by genomic regions that contact the NL. Lamins are also found in the nucleoplasm, with a yet unknown function. Here we map the genome-wide localization of lamin B1 in an euchromatin-enriched fraction of the mouse genome and follow its dynamics during the epithelial-to-mesenchymal transition (EMT). Lamin B1 associates with actively expressed and open euchromatin regions, forming dynamic euchromatin lamin B1-associated domains (eLADs) of about 0.3 Mb. Hi-C data link eLADs to the 3D organization of the mouse genome during EMT and correlate lamin B1 enrichment at topologically associating domain (TAD) borders with increased border strength. Having reduced levels of lamin B1 alters the EMT transcriptional signature and compromises the acquisition of mesenchymal traits. Thus, during EMT, the process of genome reorganization in mouse involves dynamic changes in eLADs.

## Abstract (web summary)

Lamina-associated domains (LADs) contact lamins in the nuclear lamina, and lamin B1 was thought to bind heterochromatic regions at the nuclear envelope. Here, the authors show lamin B1 associates with actively expressed euchromatin regions, creating dynamic euchromatin lamina-associated domains (eLADs) during epithelial-to-mesenchymal transition.

## Introduction

Nuclear genome folding occurs at multiple levels, and the dynamic folding of chromatin is known to be elemental in regulating gene expression. Alterations in these folding units are associated with multiple diseases and cancer^1^. One key level of organization involves the interaction between chromatin and the nuclear lamina (NL)^2,3^. Lamins (A/C and B) are type V intermediate filaments and are the major components of the NL. Chromatin regions that are in close contact with NL are called lamina-associated domains (LADs)^4–6^. These domains were initially identified using the DamID method, in which bacterial DNA adenine methyltransferase fused with lamin B1 methylate DNA regions that are in contact with NL^7^. LADs can be also detected by chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq)^8–10^ and by fluorescent in situ hybridization. LADs are formed by heterochromatin defined as chromatin regions with low gene frequency, transcriptionally silent, and enriched in the repressive histone marks, H3K9me2/3^11^. Importantly, LADs are extremely conserved between species, although some show a certain degree of dynamism^11^. Despite the extensive data published about NLs, little is known regarding its structural organization. High-resolution confocal microscopy and three-dimensional (3D) structured illumination microscopy showed that A- and B-type lamins form separated but interconnected meshworks with distinct roles^12,13^. Recently, it has been demonstrated that A- and B-type lamins assemble into tetrameric filaments of 3.5 nm, a structure surprisingly different than that of other cytoskeletal elements^14^. Moreover, these filaments are variable in length and are found to form both sparsely and densely packed regions, which are both detected around dense nuclear material that could be chromatin^14^. Unlike A-type, B-type lamins remain permanent farnesylated and carboxymethylated,and thus remain tightly associated with the membrane^15^. There is also evidence of the existence of a nucleoplasmic pool of lamins (A/C and B) that are assembled into stable structures with characteristics different from the A- and B-type lamins located in the NL^16^. This finding suggests that nucleoplasmic lamins may have a role distinct from that of perinuclear lamins^6,17^. In fact, recent ChIP-seq genome-wide studies have shown that lamin A/C contact euchromatin^18,19^ and have suggested a functional role for lamin A/C in creating a permissive environment for gene regulation^18^. These findings are of high interest for two main reasons: (1) they demonstrate interactions between large euchromatin regions and nucleoplasmic lamin A; and (2) methodologically, they show how enrichment of different chromatin fractions can reveal distinct lamin A-associated domains^20^. Importantly, although DamID maps of lamin A and B are similar, a fraction of lamin A is found throughout the nucleus that is not detected by DamID, for yet unknown reasons^11,21^. This fact, together with evidence that lamins form separate but interconnected networks^12,13^ and interact with nuclear structures distinct from the NL^6,16,17^, led us to hypothesize that lamin B1 filaments could also interact with euchromatin.

Here we used euchromatin enrichment and ChIP-seq to map the localization of lamin B1, and we then analyzed its dynamism using the epithelial-to-mesenchymal transition (EMT) model^22^. The EMT program describes a series of events by which epithelial cells lose many of their epithelial characteristics and take on properties that are typical of mesenchymal cells. These cells undergo complex changes in both cell architecture and behavior^23^. Developmental biologists have long recognized that EMT is a crucial process for the generation of tissues and organs during embryogenesis of both vertebrates and invertebrates, and it also has an important role in pathological processes, such as fibrosis and cancer^24^. During progression to metastatic competence, carcinoma cells acquire mesenchymal gene expression patterns and properties, resulting in modified adhesive characteristics and in activation of proteolysis capacity and motility; these changes allow tumor cells to metastasize and establish secondary tumors at distant sites^22^. Recent studies suggest that chromatin re-organization during EMT is an essential step for the conversion of an epithelial cell into a mesenchymal cell^25,26^. However, local and 3D chromatin roles in EMT and tumorigenesis are incompletely understood.

Here we define the existence of LADs formed when lamin B1 contacts euchromatin regions, which we term euchromatin LADs (eLADs) to differentiate them from conventional LADs. Lamin B1 ChIP-seq from an enriched euchromatin fraction, RNA sequencing (RNA-seq), and assay for transposase-accessible chromatin using sequencing (ATAC-seq) allowed us to detect these domains and to analyze their dynamism in the context of EMT. In combination with whole-genome chromatin conformation capture (Hi-C), we demonstrated that eLADs are located in the active (A) compartment and that, at the onset of EMT, the amount of lamin B1 increased at TAD borders concomitantly with increased border strength. Moreover, over the time course, additional eLADs were formed involving genes that belong to the EMT pathway. Finally, depletion of lamin B1 from the euchromatin fraction massively affected the gene expression profile (as determined by RNA-seq) at a key time point of this cellular transformation, resulting in impaired EMT.

## Results

### Lamin B1 associates with euchromatin regions that are dynamic during EMT

To induce EMT cellular transformation, normal mouse mammary epithelial cells (NMuMG) were treated with the transforming growth factor transforming growth factor (TGF)-β^27^. We first confirmed by confocal microscopy the presence of lamin B1 in the nuclear envelope as well as the nuclear interior of cells that were either untreated or treated with TGF-β for 8 or 24 h (Supplementary Fig. 1a). Colocalization with emerin, an integral protein of the NL^28^, was only observed in the nuclear envelope (Supplementary Fig. 1b). 

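NMuMG is a line of normal mouse mammary epithelial cells, and TGF-β is the growth factor used to drive it through EMT. Lamin B1 ChIP was done on untreated cells and on cells treated with TGF-β for 8 or 24 h, and the libraries were sequenced on the Illumina HiSeq 2500 system. The sample labels give TGF-β at 1 to 5 ng/ml, and the paper's text states no dose. According to the methods, parallel ChIPs were mixed into 1 library per time point, so no value from these libraries has an error between replicates. The authors called peaks with the program MACS, which the peak lists name, and deposited the position and score of each peak on the mouse genome build mm9. The paper's figure legends mention IgG control experiments, and its text does not name MACS or say how the control entered the peak calls. In the original version of MACS the score is a scaled logarithm of the peak's p-value, and the lowest score in the untreated list is 50. Read counts do not come with the lists, so the depth behind each peak is unknown. Genes were placed with the GENCODE M1 annotation of the same build. A gene counted as lamin B1 + when a peak overlapped it anywhere from 2500 bp upstream of its TSS to its 3′ end. Peak positions were compared with the same peaks moved by a random distance along their own chromosome, 1000 times for overlaps with other lists and 100 times for places in genes. Confidence intervals of shares are Wilson intervals at the 95% level, and they cover counting error only.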

We then performed ChIP-seq for lamin B1 on an enriched euchromatin fraction. As chromatin preparation is key to the identification of genomic-associated regions^18,29^, chromatin was sheared by low sonication to obtain DNA fragments of 300–600 bp. This sonication condition favors shearing of accessible chromatin (e.g., euchromatin) but leaves heterochromatin regions intact^18,20,30^. In this way, heterochromatin regions can be excluded from Ilumina sequencing due to their size^18^; indeed, the bioanalyzer intensity profile showed a substantial fraction of fragments larger than 1 kb that were excluded from sequencing (Supplementary Fig. 1c). We identified significant lamin B1-positive sites (lamin B1 +) in chromatin in all three conditions (Fig. 1a), with a total of 4645 peaks in untreated cells, 10,484 peaks in 8 h TGF-β-treated cells, and 7083 peaks in 24 h TGF-β-treated cells. 

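The list of the untreated cells held 4645 lamin B1 peaks, that of 8 h held 10484 and that of 24 h held 7083. Peaks were widest in untreated cells, with a median width of 1228 bp against 991 bp at 8 h and 907 bp at 24 h. Together the peaks covered 6.34 Mb in untreated cells, 11.4 Mb at 8 h and 6.93 Mb at 24 h. The median MACS score rose from 69.8 in untreated cells to 79.4 at 8 h and 83.3 at 24 h. At a score of 100 or more, 897 peaks remained in untreated cells, 3431 at 8 h and 2565 at 24 h. When only the peaks at or above each list's own median score were kept, the numbers of peaks were 2323, 5243 and 3542 in the order of time. A single peak of the 8 h list and a single peak of the 24 h list lay on the mitochondrial genome.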

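Of the lamin B1 peaks, 65.9% lay within 500 bp of a TSS in untreated cells (95% confidence interval 64.5 to 67.2%), 61.99% did so at 8 h (61.1 to 62.9%) and 71.7% at 24 h (70.6 to 72.7%). The same peaks moved at random along their chromosomes fell there in 2.29% of cases for untreated cells, 2.28% for 8 h and 2.29% for 24 h. Within 2500 bp of a TSS the shares were 81.1%, 76.0% and 83.3% in the order of time. Exons further away held 6.07% of the untreated peaks, 9.38% of the 8 h peaks and 5.76% of the 24 h peaks. Introns further away held 7.71%, 6.82% and 3.73%. Of the 21718 genes with both a place in the annotation and a value in the RNA table of the same cells, 4308 were lamin B1 + in untreated cells, 8437 at 8 h and 6389 at 24 h. Keeping the higher scoring peaks of each list lowered these counts to 2377, 5073 and 3572 genes, and lists of equal length, an alternative chosen after seeing the data, gave 4586 genes at 8 h.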

The distribution of ChIP-seq peaks across the genome showed a significant enrichment around the transcription start site (TSS) of specific genes (Fig. 1b) (of 4454 genes in untreated cells, 8755 genes in 8 h TGF-β-treated cells, and 6595 genes in 24 h TGF-β-treated cells) that did not overlap with canonical LADs (cLADs; Fig. 1a). Importantly, as all the immunoprecipitated chromatin could be analyzed by ChIP-quantitative PCR (qPCR) without size selection exclusion, we were also able to detect lamin B1 in a cLAD region (Fig. 1c). Moreover, the specificity of the antibody used for the genome-wide mapping of lamin B1 was confirmed by lamin B1 immunoprecipitation from NMuMG cells infected with lentivirus carrying either an irrelevant short hairpin RNA as a control (C), or specific for lamin B1 (knockdown, KD), in low-sonicated chromatin (Fig. 1d).

**Fig. 1:**
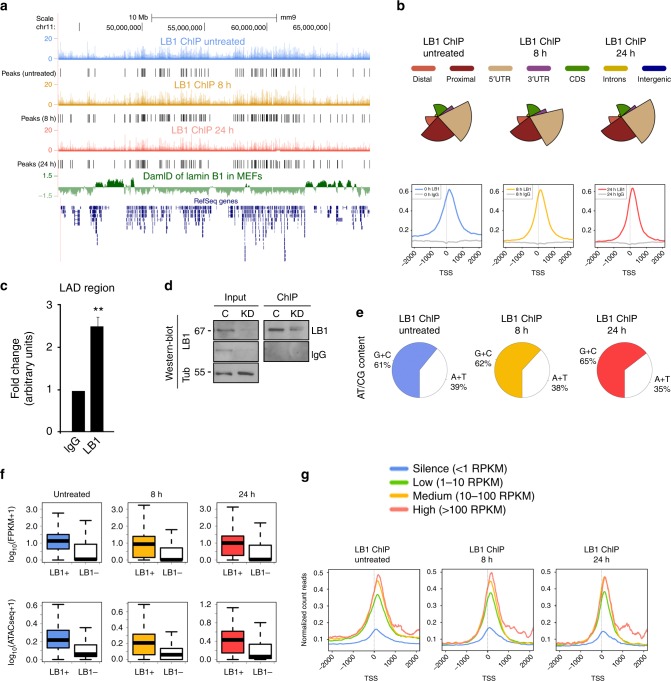
Lamin B1 associates with euchromatin regions. **a** UCSC Genome Browser overview of one region across chromosome 11 (mm9) of the lamin B1 ChIP-seq profiles in NMuMG cells that were untreated (blue) or treated with TGF-β for 8 h (orange) or 24 h (red). Lamin B1 + sites identified at each condition (black), previously published lamina-associated domains (LADs) (green), and the RefSeq gene track (dark blue) are shown. **b** Genome distribution of lamin B1 ChIP-seq peaks. The distal region is that within 2.5 and 0.5 Kb upstream of a gene’s TSS, and the proximal region, within 0.5 Kb of a gene’s TSS (top). The average distribution of lamin B1 ChIP-seq reads is shown, as well as the corresponding IgG control experiments, at 2 Kb around the TSS of lamin B1 + genes (bottom). **c** ChIP-qPCR of a canonical LAD (cLAD)-selected region. Data are expressed as the fold-change relative to data obtained from the IgG experiments. Data are shown as mean ± SD, *n* = 4. **d** Western blotting of chromatin immunoprecipitated with lamin B1 or IgG antibodies from normal or KD cells. **e** AT/CG content of the sequences of lamin B1 + sites. **f** Expression of lamin B1 + genes computed in FPKM (fragment per kilobase of transcript per million mapped reads) in untreated cells (blue) or those treated with TGF-β for 8 h (orange) or 24 h (red), as compared with the rest of genes in the genome (white) (top). Promoter ATAC-seq enrichment of lamin B1 + genes measured in number of normalized reads in untreated cells (blue) or those treated with TGF-β for 8 h (orange) or 24 h (red), as compared with the rest of genes in the genome (white) (bottom). The bottom and top fractions in the boxes represent the first and third quartiles, and the line, the median. Whiskers denote the interval between 1.5 times the interquartile range (IQR) and the median. **g** Average distribution of lamin B1 ChIP-seq reads at 2 Kb around the TSS of mouse genes that were classified into four categories (silent, low, medium, and high) according to their expression levels

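The mean share of G and C bases in lamin B1 peaks was 61.01% ± 5.36 (SD over 4645 peaks) in untreated cells, 61.6% ± 5.74 (SD over 10483 peaks) at 8 h and 64.3% ± 6.82 (SD over 7082 peaks) at 24 h. Peaks moved at random along their chromosomes averaged 42.2%, 42.2% and 42.1%, and the whole genome 41.8%. More than 50% of the bases were G or C in 97.7% of the untreated peaks, 96.8% of the 8 h peaks and 95.3% of the 24 h peaks. In the 500 bp around each peak's centre, the mean share was higher still, at 65.9% in untreated cells, 65.9% at 8 h and 68.2% at 24 h. ATAC peaks, which mark accessible chromatin, averaged 56.7%, 55.1% and 49.1% in the order of time. Only 5.10% of the untreated lamin B1 peaks, 7.76% of the 8 h peaks and 7.22% of the 24 h peaks lay outside annotated genes and their upstream 2500 bp.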

Further characterization showed that, in contrast to A/T-rich constitutive LADs^31^, lamin B1 + sites were strongly associated with C/G-rich sequences (Fig. 1e) and contained a substantially higher number of genes. To determine whether these genes were decorated with canonical euchromatin or were instead associated to heterochromatin histone marks, bioinformatics Enrichr analysis^32^ was performed. We found how histone marks associated to these genes were characteristic for euchromatin (Supplementary Fig. 2a). We repeated the same analysis on genes that were not enriched in lamin B1 at each time point and H3K9me2/3, the classical heterochromatin histone mark, was enriched (Supplementary Fig. 2b). In addition, RNA-seq and ATAC-seq data from these samples showed that lamin B1-enriched genes were actively transcribed, with their promoters located in accessible chromatin regions (Fig. 1f). On the other hand, non-lamin B1-enriched genes presented low expression rates and less chromatin accessibility (white plots; Fig.1f). 

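RNA from NMuMG cells that were untreated or treated with TGF-β for 8 or 24 h was sequenced on the HiSeq 2500 system, with 2 biological replicates per time point. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped reads of the library) for 23295 genes, and the paper's text does not name the aligner or the annotation behind them. The table has no header line, so its columns were assigned to time points by the order that the deposited description gives, and nothing in them numbers the replicates. FPKM values carry no read counts, so the depth is unknown. From the smallest steps between values, the depth of each library was estimated at 92.8% to 116% of that of the first library. Between 25.0% and 34.1% of each library's summed FPKM came from the 10 genes with the highest values. The 2 replicates of a time point correlated across genes with r between 0.981 and 0.990 on the log2 scale after adding 1 to each FPKM. Differential expression was tested with limma on these log2 values for the 11309 genes with an FPKM of at least 1 in at least 2 libraries, all 6 libraries in one fit. ATAC-seq, in which the transposase Tn5 marks accessible DNA, gave 1 library per time point without replicates. The authors deposited MACS peaks for ATAC as well, 9782 in untreated cells, 10340 at 8 h and 33811 at 24 h. Their median scores were 93.1, 73.9 and 155, and their total lengths 10.0, 8.41 and 40.1 Mb.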

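Lamin B1 + genes had a median of 12.5 FPKM in untreated cells (quartiles 3.68 and 30.8), 7.90 FPKM at 8 h (0.460 and 23.8) and 9.19 FPKM at 24 h (0.934 and 25.0), each taken from the mean of 2 replicates. With either replicate left out, these medians stayed between 12.5 and 12.6, between 7.84 and 7.97, and between 9.14 and 9.25 FPKM. Of the lamin B1 + genes, 84.1% reached 1 FPKM in untreated cells, 71.4% at 8 h and 74.6% at 24 h. The alternative that moved the medians most kept only the higher scoring peaks and gave 14.1, 9.27 and 10.9 FPKM. An ATAC peak lay within 500 bp of the TSS in 63.9% of the lamin B1 + genes in untreated cells (95% confidence interval 62.4 to 65.3%), 43.6% at 8 h (42.6 to 44.7%) and 78.4% at 24 h (77.4 to 79.4%). At the level of peaks, 49.4% of the untreated lamin B1 peaks overlapped an ATAC peak, 29.9% of the 8 h peaks and 63.9% of the 24 h peaks. Peaks moved at random along their chromosomes overlapped in 1.13%, 0.855% and 3.03% of cases. Peaks moved by 10 to 100 kb, which stay in the same surroundings, overlapped in 3.46%, 1.93% and 5.78%, and no placement of either kind exceeded 6.68%. The ATAC lists differ in length, and with the 9782 highest scoring ATAC peaks of each list the overlaps were 49.4%, 28.7% and 41.0%.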

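The genes without a lamin B1 peak had a median of 0.138 FPKM in untreated cells, 0.0399 FPKM at 8 h and 0.0929 FPKM at 24 h. Of these genes, 40.5% reached 1 FPKM in untreated cells, 34.2% at 8 h and 38.7% at 24 h. An ATAC peak lay at the TSS of 25.0% of them in untreated cells, 16.3% at 8 h and 38.4% at 24 h. Among genes that reached 1 FPKM, the promoter share was 71.3% with a lamin B1 peak against 56.4% without one in untreated cells, 56.5% against 42.9% at 8 h, and 95.2% against 85.7% at 24 h.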

To analyze whether a correlation between lamin B1 binding and gene expression exists during EMT, we stratified the full set of mouse genes on each time point into four groups based on RNA-seq data (of silent, low, medium, and high expression). We then plotted the lamin B1 levels obtained by ChIP-seq for each gene set and observed a strong correlation between expression and lamin B1 around the TSS (the higher the levels of expression, the higher the lamin B1 enrichment) (Fig. 1g).

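The deposited lists give peaks and not read density, so lamin B1 enrichment was taken as the share of genes with a peak in each class of expression. In untreated cells, 6.20% of the genes under 1 FPKM were lamin B1 +, 28.3% of those from 1 to 10 FPKM, 37.8% of those from 10 to 100 FPKM (95% confidence interval 36.5 to 39.1%) and 37.2% of those over 100 FPKM (34.0 to 40.6%). At 8 h the shares rose from 21.6% to 52.0% and 60.6%, and the class over 100 FPKM stood at 59.6%. At 24 h they were 14.7%, 39.4%, 49.0% (47.6 to 50.3%) and 41.2% (37.8 to 44.8%). The share rose over the 3 lower classes at every time point. The highest class did not exceed the one below it at any time point, and at 24 h its interval lay under that of the class from 10 to 100 FPKM.

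**Figure D1:**
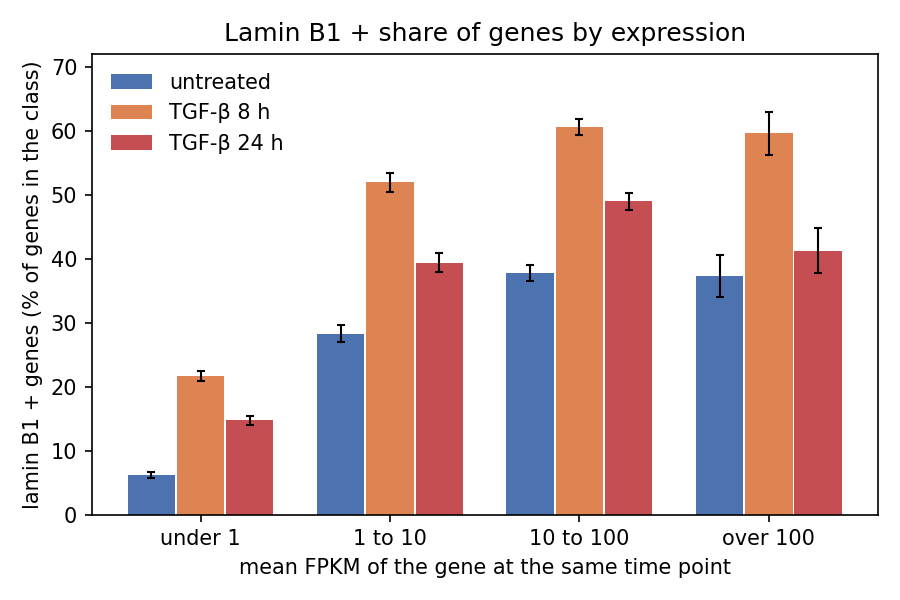
Share of genes that were lamin B1 +, in percent of the genes of each class of mean FPKM, in untreated cells and after 8 or 24 h of TGF-β, with 95% Wilson intervals as error bars. In untreated cells the bars run from 6.20% under 1 FPKM to 37.8% between 10 and 100 FPKM, and the class over 100 FPKM is no higher at any time point.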

Comparing lamin B1 + sites during EMT revealed that, of the total of 10,350 target genes identified in the three time points, only 2933 genes (28%) maintained lamin B1 throughout the EMT process, whereas a vast majority (7417; 72%) changed at the onset of EMT (Fig. 2a). 

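Over the 3 time points, 9937 genes were lamin B1 + at least once. Of these, 2856 genes (28.7%) were lamin B1 + at every time point and 7081 genes (71.3%) were not. The set found only in untreated cells held 395 genes, 845 genes were lamin B1 + in untreated cells and at 8 h but not at 24 h, and 212 genes in untreated cells and at 24 h but not at 8 h. Keeping the higher scoring peaks of each list moved the share of genes found at every time point most, to 19.8% of 6411 genes. As the lists differ in length, the share was also computed with the 4645 highest scoring peaks of each, an alternative chosen after seeing the data, and was then 27.3%.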

Taken together, these data suggest that lamin B1 can be found in expressed euchromatin regions associated with C/G regions that are gene-rich, accessible, decorated with euchromatin histone marks, and change dynamically during EMT transformation.

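The lamin B1 peaks of the 3 lists merged into 13306 regions, of which 2431 (18.3%, 95% confidence interval 17.6 to 18.9%) held a peak from every time point. Of the untreated peaks, 72.6% overlapped a peak at 8 h and 58.6% a peak at 24 h. The alternative that moved this sharing most, lists shortened to equal length, gave 51.2% for untreated peaks found at 8 h. Sharing with 8 h rose with the score of the untreated peak, from 53.0% for the peaks with scores below the lower quartile through 67.0% and 79.1% to 91.4% for those above the upper quartile. From expression, accessibility, base content, histone marks and the change between time points, the paper proposes that lamin B1 can occur in expressed, C/G-rich euchromatin. It also proposes that such regions change during EMT.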

**Fig. 2:**
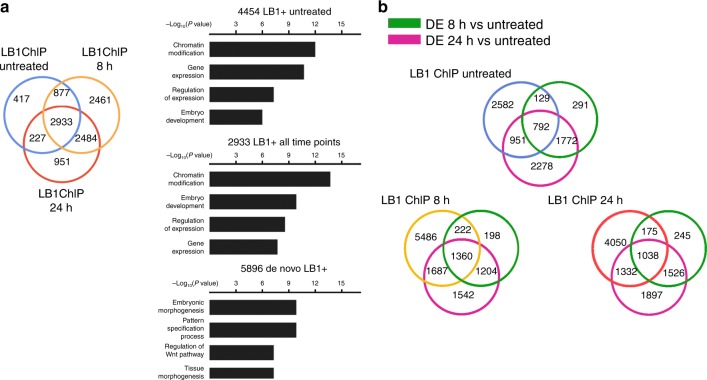
Lamin-positive sites are dynamic during EMT. **a** Venn diagram showing the overlap between lamin B1 + genes in untreated cells (blue) and cells treated with TGF-β for 8 h (orange) or 24 h (red) (left). Gene ontology (GO) terms of lamin B1 + genes only present in untreated conditions, present in all three time points, or newly formed at the onset of the EMT are depicted (right). **b** Venn diagram showing the overlap between lamin B1 + genes in untreated conditions (blue) or after treatment with TGF-β for 8 h (orange) or 24 h (red); genes differentially expressed (DE) at 8 h (green) and 24 h (pink) after TGF-β treatment are shown

Gene ontology (GO) showed that genes enriched in lamin B1 only in untreated cells or that maintain their level of lamin B1 during the entire EMT process belong to chromatin modification and general gene transcription (Fig. 2a; for the full list of GO categories in each time point, see Supplementary Fig. 3a). We next focused on the set of genes that emerged as new lamin B1 targets upon EMT induction by TGF-β treatment (8 and 24 h). We found 5896 genes positive for lamin B1, which encoded proteins with functions belonging to embryonic morphogenesis and pattern specification, both of which strongly related to the EMT process (Fig. 2a). 

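Of the genes without a lamin B1 peak in untreated cells, 5629 were lamin B1 + at 8 or 24 h. Their median expression was 4.66 FPKM in untreated cells, 4.51 FPKM at 8 h and 4.81 FPKM at 24 h, and 61.6% of them had reached 1 FPKM before treatment. Genes that were lamin B1 + at every time point had medians of 13.2, 12.9 and 13.5 FPKM. An ATAC peak lay at the promoter of 44.5% of the new genes in untreated cells, 36.0% at 8 h and 65.8% at 24 h. A list of 15 mesenchymal markers, written before the data were examined, held 7 new lamin B1 + genes, and a list of 10 epithelial markers held 5. Fn1, which encodes fibronectin and lies on the minus strand of chromosome 1 of mm9 from 71632094 to 71699774, had a peak over its TSS at 8 h alone, from 71699073 to 71700392 with a score of 162. Vim, on chromosome 2 from 13495554 to 13504453, had a peak in the gene at 8 h with a score of 70.8 and at 24 h with a score of 66.3. Twist2, on chromosome 1 from 93698038 to 93744605, had a peak over its TSS at 8 h with a score of 144 and at 24 h with a score of 79.9. Twist1 had no peak at any time point. Zeb2 and Col1a1 were lamin B1 + at 8 h alone, and Zeb1 and Cdh2 at 24 h alone. Among the epithelial markers, Cdh1 gained a peak over its TSS at 24 h, on chromosome 8 from 109126923 to 109127883. Epcam, Tjp1, Cldn4 and Krt8 were lamin B1 + at 8 h alone.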

In order to identify potential drivers responsible for the increase in lamin B1 occupancy at these regions, we determined the enrichment of transcription factor (TF) motifs at these new lamin B1 sites. The enriched factors identified were involved in developmental and differentiation process (Supplementary Fig. 3b, c; Supplementary Table 1), and some of them are members of the TGF-β signaling pathway^33,34^. These data suggest that TGF-β-activated TFs may have a role in recruiting lamin B1 to these specific sites. Finally, the percentage of lamin B1 + genes for which we observed a change in expression at the onset of EMT were 42% (1872/4454) in the epithelial state, 37% (3269/8755) at 8 h after TGF-β treatment, and 38% (2545/6595) at 24 h after TGF-β treatment (Fig. 2b).

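With limma's moderated test and Benjamini-Hochberg adjustment, 6161 genes differed from untreated cells at 8 h (2535 higher, 3626 lower) and 7975 at 24 h (3781 higher, 4194 lower). After quantile normalization the split was 3012 higher and 3043 lower at 8 h, and 4079 higher and 3895 lower at 24 h. The excess of lowered genes thus depends on the scaling. The median size of these changes was small, at 0.34 at 8 h and 0.43 at 24 h on the log2 scale. Of the lamin B1 + genes of untreated cells, 2934 (68.1%, 95% confidence interval 66.7 to 69.5%) changed in expression at 8 or 24 h. The share was 58.6% (57.6 to 59.7%) for the lamin B1 + genes of 8 h and 60.4% (59.1 to 61.5%) for those of 24 h. Among tested genes alone, the share was 79.6% with a lamin B1 peak against 78.7% without one in untreated cells, 79.6% against 78.2% at 8 h, and 79.5% against 78.5% at 24 h. An added minimum of a 2-fold change, chosen after seeing the data, moved the shares most, to 9.31%, 7.79% and 7.83% of the lamin B1 + genes. Under that minimum, tested lamin B1 + genes changed less often than other tested genes at each time point, with 10.9% against 13.3%, 10.6% against 14.9%, and 10.3% against 14.2%. Ctsw had the largest rise at 24 h among genes chosen by a rule set in advance, from 0.781 ± 0.0432 FPKM (SD, n = 2) to 103 ± 2.82 FPKM (SD, n = 2), and it was lamin B1 + in untreated cells and at 8 h but not at 24 h. Lgals4 had the largest fall, from 207 ± 4.77 FPKM (SD, n = 2) to 4.52 ± 0.491 FPKM (SD, n = 2), and it had no lamin B1 peak at any time point.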

### Definition of eLADs and the putative role of lamin B1 as an architectural protein

cLADs have been traditionally highlighted as genomic regions enriched in lamins that emerged from comparison with the corresponding control experiments^4,18^. We similarly defined eLADs as clusters of neighboring lamin B1 + sites that occur within a delimited region of the genome (see Supplementary Methods). We identified 2051 eLADs in untreated cells, 2429 eLADs in 8 h-treated cells, and 2949 eLADs in 24 h-treated cells (Fig. 3a), with an average size of 0.34 Mb (and therefore smaller than LADs, which are about 1 Mb^4^). 

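The distance within which lamin B1 + sites form a cluster is not named in the paper's text, which refers to its Supplementary Methods (not used here), so peaks were chained here when at most 100 kb apart. Chaining gave 2380 clusters in untreated cells, 4163 at 8 h and 3841 at 24 h. Clusters of a single peak made up 1611, 2415 and 2533 of these. The mean size was 0.0336 Mb in untreated cells, 0.0513 Mb at 8 h and 0.0347 Mb at 24 h, and the largest cluster of each time point spanned 1.49, 2.07 and 2.11 Mb. The chaining distance moved the mean size most. With 500 kb the clusters averaged 0.388, 0.729 and 0.600 Mb and numbered 1032, 1202 and 1236.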

The coverage of the mouse genome for each set of eLADs was 25.9%, 31.7%, and 40.1%, respectively. 

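Clusters of lamin B1 peaks at most 100 kb apart covered 3.03% of the chromosomes that bear peaks in untreated cells, 8.09% at 8 h and 5.06% at 24 h. With a chaining distance of 500 kb the coverage was 15.2%, 33.2% and 28.1% in the order of time. With equally long peak lists the coverage at 8 h was 2.91% and that at 24 h 2.87%.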

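Clusters of lamin B1 peaks held 57.5 gene starts per Mb in untreated cells, 42.8 at 8 h and 50.4 at 24 h. Outside them there were 6.79, 5.29 and 6.09. Clusters begin and end at peaks, most peaks lie near a TSS, and most clusters are a single peak. A high density of gene starts thus follows in part from how clusters were defined. The median expression of genes in clusters was 11.8 FPKM in untreated cells, 7.62 FPKM at 8 h and 9.28 FPKM at 24 h, and that of the other genes 0.149, 0.0356 and 0.0931 FPKM. A promoter ATAC peak was found for 58.8% of the genes in clusters in untreated cells, 40.9% at 8 h and 75.6% at 24 h. For the other genes it was found in 25.8%, 16.8% and 38.9%. Genes inside a cluster that were not lamin B1 + themselves had lower medians, 5.33 FPKM in untreated cells, 1.73 FPKM at 8 h and 3.84 FPKM at 24 h.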

As expected, genes within eLADs were active and located in accessible chromatin (Fig. 3b).

**Fig. 3:**
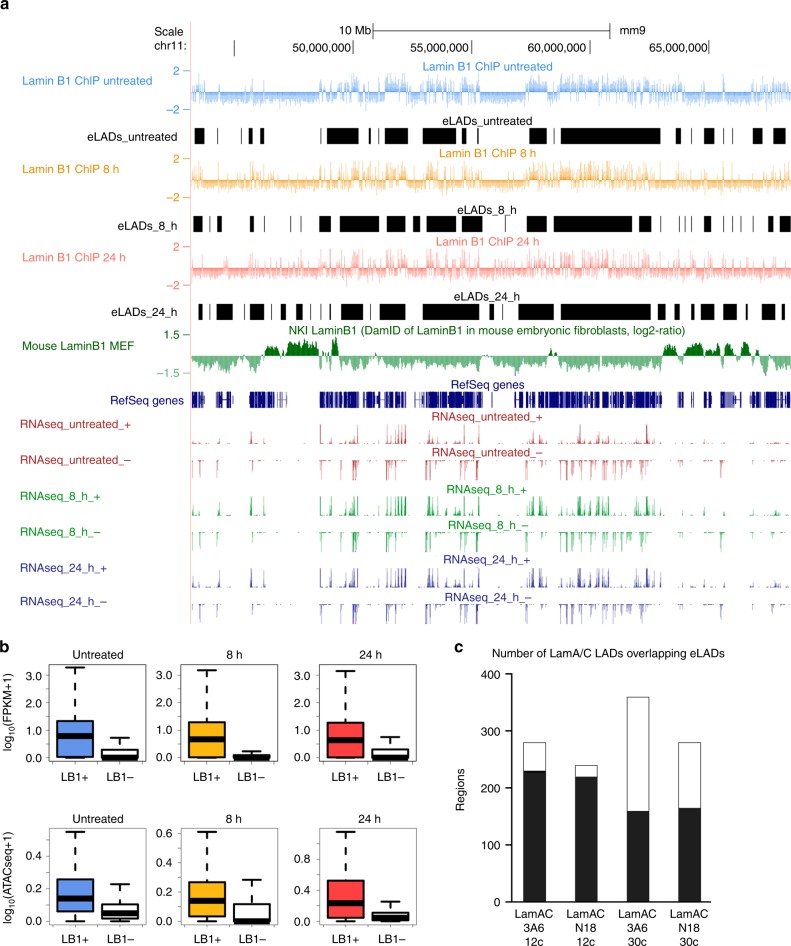
Definition of eLADs. **a** UCSC Genome Browser overview of one region across the chromosome 11 (mm9) containing the following information (from top to bottom): lamin B1 ChIP-seq profiles subtracting the IgG control in untreated NMuMG cells (blue) or in cells treated with TGF-β for 8 h (orange) or 24 h (red); eLADs identified in each condition (black); previously published LADs from mouse embryonic fibroblast cells (green); and RNA-seq strand-specific expression profiles at each time point (red for untreated NMuMG cells, green for cells treated with TGF-β for 8 h, and blue for cells treated for 24 h). **b** Gene expression within eLADs (given in FPKM) in NMuMG cells that were untreated (blue) or treated with TGF-β for 8 h (orange) or 24 h (red), as compared with the rest of genes (white) (left). Promoter ATAC-seq enrichment of lamin B1 + genes (measured in number of normalized reads) in NMuMG cells that were untreated (blue) or treated with TGF-β for 8 h (orange) or 24 h (red), as compared with the rest of genes (white) (right). Genes from eLADs were more likely to be expressed and located in accessible chromatin than other genes. The bottom and top fractions in the boxes represent the first and third quartiles, and the line, the median. Whiskers denote the interval between 1.5 times the interquartile range (IQR) and the median. **c** Bar plot showing the overlap between eLADs and lamin A/C LADs obtained after low or high sonication (12 cycles or 30 cycles, respectively) and with two different antibodies (3A6 and N18)

Given that lamin A/C also occupies euchromatin regions^18^, we analyzed the degree of overlap between both sets of ChIP-seq data. As expected, eLADs had an extended overlap with euchromatin regions enriched in lamin A/C (Fig. 3c).

Intermediate filaments are major contributors to cell architecture^35^. As genome function relies on the genomic spatial architecture^36^, we hypothesized that lamin B1 could help to shape the new mesenchymal genome architecture. Genome organization and architecture was thus analyzed by Hi-C experiments^37^ during EMT transformation. Sequencing Hi-C libraries from untreated cells or those treated with TGF-β (for 8 or 24 h) resulted in 89–106 M valid interactions per time point (Supplementary Table 2), which allowed us to generate chromosome-wide interaction maps at 100 and 40 Kb resolution for A/B (activated/repressed) compartments and TAD analyses, respectively. Hi-C maps showed overall compartment changes between untreated and 8 h-treated cells, with about 2400 bins of 100 Kb that changed compartments (Fig. 3a). These structural changes were further reinforced after a 24 h TGF-β treatment, with 2228 bins of EMT-related genes changing from B to A and 942 changing from A to B (Fig. 4a, Supplementary Fig. 4). We next sought to analyze to which extent the dynamic changes of lamin B1 + sites and eLADs were related to genome architecture (i.e., in A/B compartments and at TAD borders). As expected, transcription, ATAC signal, lamin B1 + sites, and eLADs were enriched in A compartment (Fig. 3b), whereas cLADs were located in B compartments. In addition, we observed that lamin B1 + sites and eLADs decreased in A compartments and increased in B compartments during EMT (Fig. 4b); these corresponded to newly formed eLADs (Supplementary Table 3).

**Fig. 4:**
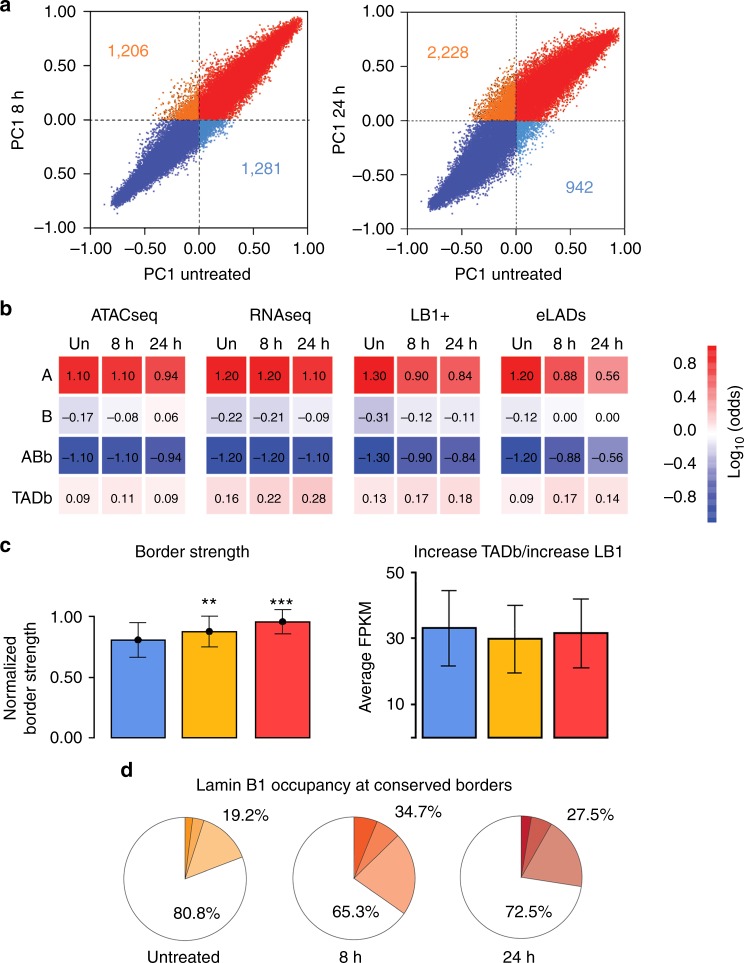
Putative role of lamin B1 as an architectural protein. **a** A/B compartment dynamics. Scatterplots of PC1 values indicate compartment changes between untreated cells and cells treated with TGF-β for 8 or 24 h. Dots indicate 100 Kb bins that changed compartment with respect to untreated cells (from B to A, in orange; from A to B, in cyan). Numbers indicate the total bins that changed compartment. **b** Contingency table analysis for enriched and depleted features according to distinct genome architectural landmarks. Red to blue color indicate positive to negative log odds of the feature in genomic bins assigned to A or B compartment, or TAD borders. All log odds are statistically different than zero (*p* < 0.05, Fisher’s exact *t*-test). **c** TAD border dynamics. Bar plot of normalized border strength for conserved borders in untreated cells (blue) or those treated with TGF-β for 8 h (orange) or 24 h (red) (left). Expression of genes within TAD borders in which lamin B1 increased (computed in FPKM) in untreated cells or those treated with TGF-β for 8 or 24 h (right). **d** Border occupancy by lamin B1 in conserved TADs. Pie charts of 1, 2, or ≥ 3 called peaks (dark to light color) of lamin B1 ChIP-seq in a conserved border

As borders between TADs are enriched in TSS, located in transcriptional active genomic regions, and enriched in architectural proteins^38–40^, we analyzed TAD border behavior at the onset of the EMT and their relation to lamin B1. We observed that, although TAD borders were conserved during EMT transformation (with 50% of all borders conserved over the three time points), they increased in overall strength with longer treatment, indicative of more stable borders and increased intra-TAD interactions (Fig. 4c, left panel); this may reflect novel and biologically relevant chromatin interactions within TADs^36,41^. As changes in border strength could be due to changes in gene transcription^41^, we checked the transcription rates after treatment at the TAD borders that had increased levels of lamin B1. Intriguingly, transcription was maintained in these TAD borders during EMT, suggesting that the increase in border strength is not due to changes in transcription (Fig. 4c, right panel). The increased number of lamin B1 + sites after TGF-β treatment (Fig. 2a) correlated with an increase in the percentage of lamin B1-containing borders, enhanced TAD border strength, and an enrichment of lamin B1 at TAD borders (with *p*-values of 10^–28^, 10^–68^, and 10^–32^ in untreated, 8 h-treated, and in 24 h-treated cells, respectively) (Fig. 4d). Overall, these results suggested that lamin B1 could contribute to 3D genome organization during EMT.

### Altered lamin B1 levels impair EMT

Finally, we assessed the functional relevance of lamin B1 in a KD model, using NMuMG cells. It is noteworthy that the KD was kept at about 50% efficiency to avoid indirect effects (Fig. 5a). Given the low protein turnover of nuclear lamins once these are stably integrated in the NL^42^, we reasoned that knocking down lamin B1 would mainly affect non- or less-NL-integrated lamin B1. Nuclei from control and KD NMuMG cells were extracted, and soluble and loosely bound chromatin proteins were separated from the insoluble chromatin fraction. Importantly, the soluble fraction of lamin B1 was affected to a greater extent in the KD cells as compared with control cells (Fig. 5b). To further confirm that the KD affected mainly the nucleoplasmic (or less-NL-integrated) lamin B1 fraction rather than the high-NL fraction, we used fluorescence recovery after photobleaching (FRAP). NMuMG cells transfected with human mCerulean-lamin B1 were subjected to short hairpin RNA (shRNA) lentivirus infection (with a control or human lamin B1-specific shRNA). Although recovery from bleaching was similar for the NL mCerulean-lamin B1 in both control and KD conditions, the nucleoplasmic fraction of mCerulean-lamin B1 recovered faster in the control cells than in the KD cells (Fig. 5c, left panel). Quantification data showed the mean recoveries for ten cells (Fig. 5c, right panel). Indeed, lamin B1 occupancy was reduced by 50% in lamin B1 + sites in KD cells, as shown by ChIP-qPCR (Fig. 4d), whereas cLADs were not affected (Fig. 5e). Under these conditions, KD cells had the same growth rate as control cells (Supplementary Fig. 5a) did not have a disrupted NL (Supplementary Fig. 5b) and did not enter into senescence (Supplementary Fig. 5c), all traits related with a massive loss of lamin B1^43^.

**Fig. 5:**
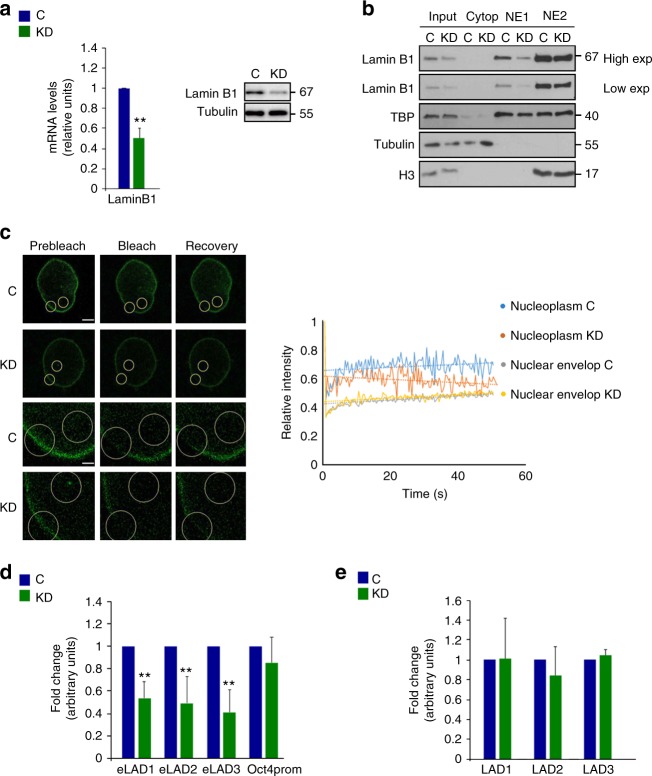
Knockdown of lamin B1 mainly affects non-NL integrated lamin B1. **a** qRT-PCR showing mRNA levels of lamin B1 in KD NMuMG cells. Expression levels were normalized to an endogenous control and expressed relative to the control-infected cells (C), which was set as 1. Data are presented as mean ± SD, *n* *=* 5. Left panel, representative western blotting for LB1 and tubulin (as a loading control) from C and KD NMuMG cells. Images are representative of three independent replicates (right). **b** Fractionation of nuclei from C and KD NMuMG cells to obtain cytoplasmic proteins, soluble proteins (NE1), and insoluble proteins (NE2), as monitored by western blotting using TBP as a NE1 control, tubulin as a cytoplasmic control, and H3 as a NE2 control. Images are representative of two independent replicates and five technical replicates. **c** Confocal fluorescence recovery after bleaching (FRAP) in C and KD cells expressing lamin B1-mCerulean. Circles denote the areas of bleaching. Each column displays prebleach, bleach, and recovery images. Rows 3 and 4 are magnifications of rows 1 and 2, respectively. Scale bar: 5 μm (inset 1 μm) (left). Images are representative of ten cells for each condition. Graphic representation of the relative intensity after 60 s of nuclear envelope and nucleoplasm recovery from bleaching in C and KD cells (right). Data are shown as mean, *n* *=* 6. **d** ChIP-qPCR of three selected lamin B1 + regions and a negative control (Oct4prom) selected from a negative lamin B1 + region, in C and KD NMuMG cells. Data from real-time PCR (qPCR) amplifications were normalized to the input and expressed as the fold-change relative to data obtained in C condition, which was set as 1. Data are shown as mean ± SD, *n* *=* 5. **e** ChIP-qPCR of three cLAD-selected regions in C and KD NMuMG cells. Data from qPCR amplifications were normalized to the input and expressed as the fold-change relative to data obtained in C condition, which was set as 1. Data presented as mean ± SD, *n* *=* 3

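RNA from NMuMG cells infected with a control shRNA or a shRNA against lamin B1 (KD) was sequenced on the HiSeq 2500 system, untreated and after 8 or 24 h of TGF-β, with 2 biological replicates in each of the 6 groups. The authors deposited FPKM values for 24247 genes in a table without a header line. Its 12 columns were assigned by the order of libraries given in the table's own title. No read counts come with the table. By the smallest steps between values, the depth of each library was 79.0% to 112% of that of the first, lowest in a KD library at 8 h. The 10 genes with the highest FPKM held 11.4% to 40.4% of a library's sum, and r between replicates was 0.960 to 0.983. limma was run in one fit of the 12 libraries on log2 values with 1 added, over the 11450 genes with at least 1 FPKM in at least 2 libraries. Lmnb1, on chromosome 18 of mm9 from 56867467 to 56913078, had no lamin B1 peak at any time point. Its level was 9.14 ± 0.187 FPKM (SD, n = 2) in untreated KD cells and 32.9 ± 5.12 FPKM (SD, n = 2) in control cells. At 8 h it was 7.96 ± 0.252 FPKM (SD, n = 2) in KD cells and 32.4 ± 0.539 FPKM (SD, n = 2) in control cells. At 24 h the KD libraries held 4.37 and 7.52 FPKM and the control libraries 18.4 and 17.9 FPKM. The log2 difference between KD and control cells was -1.73 in untreated cells (adjusted p = 5.7e-04 from limma's moderated test with Benjamini-Hochberg adjustment), -1.90 at 8 h (adjusted p = 1.9e-04) and -1.50 at 24 h (adjusted p = 9.0e-04), with a standard error of 0.18. With the KD library of 24 h that holds 7.52 FPKM left out, the difference at 24 h was -1.83, and with the other KD library left out it was -1.17. When the 4 libraries of 24 h were fitted alone, the call was lost (adjusted p = 0.0538 from limma with Benjamini-Hochberg adjustment, with a range over the alternatives from 8.3e-04).

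**Figure D2:**
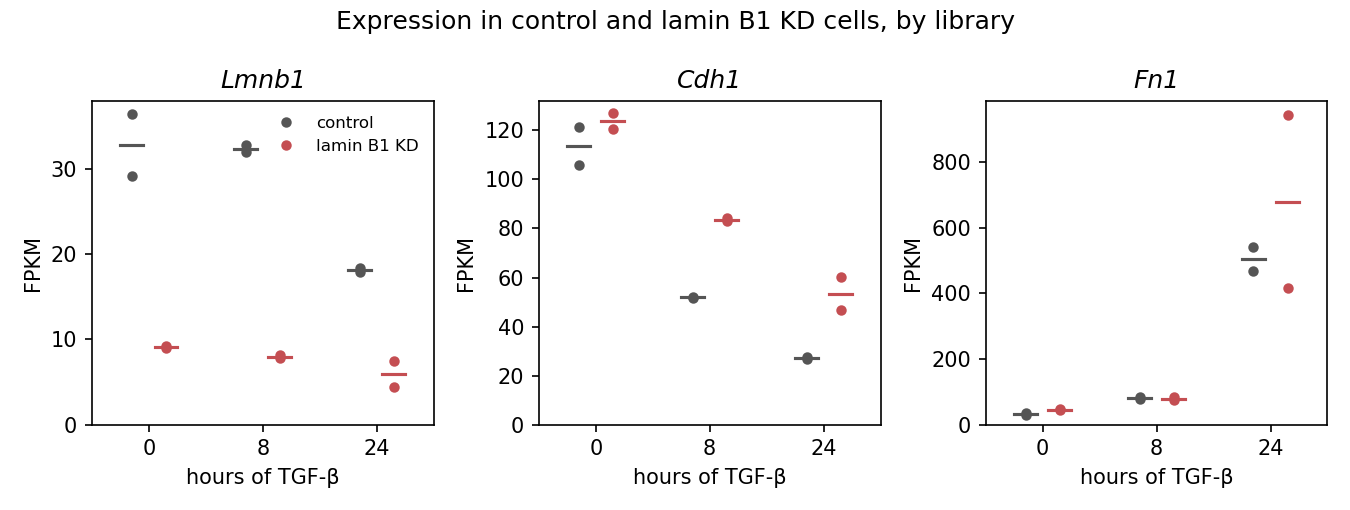
FPKM of Lmnb1, Cdh1 and Fn1 in each library of control and lamin B1 KD cells, against hours of TGF-β, with 1 point per library and a horizontal line at the mean of the 2 libraries. Lmnb1 lies between 4.37 and 9.27 FPKM in KD cells and between 17.9 and 36.5 FPKM in control cells.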

Next, we analyzed the transcription profile of lamin B1 KD NMuMG cells treated with TGF-β during EMT by RNA-seq at each time point (Fig. 6). 

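The root mean square difference between the group means of KD and control cells on the log2 scale was 0.37 in untreated cells, 0.47 at 8 h and 0.42 at 24 h over all tested genes. Between the 2 single replicates of a group, the root mean square difference was 0.35 and 0.39 in untreated KD and control cells. It was 0.45 and 0.42 at 8 h, and 0.56 and 0.47 at 24 h. A difference between single libraries holds more noise than one between means of 2 libraries. The replicate values therefore overstate the noise in the distances between group means. A few small RNA genes with FPKM values between 0 and very high weigh on these distances. Without small RNA genes, an alternative chosen after seeing the data, the distances were 0.24, 0.29 and 0.26, against 0.09 and 0.19 between the untreated replicates of KD and control cells, 0.11 and 0.10 at 8 h, and 0.25 and 0.10 at 24 h. This exclusion moved the distances at 8 and 24 h most, and at 0 h adding 0.1 in place of 1 to each FPKM moved the distance most, to 0.50. In a principal component analysis of the 12 libraries, the first component held 49.6% of the variance, the second 14.8% and the third 8.44%. The centres of KD and control libraries were 22.0 apart in untreated cells, 45.3 at 8 h and 18.6 at 24 h on components 1 to 3, and 4.37, 8.73 and 10.4 apart on components 1 and 2 alone.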

Principle component analysis revealed that KD cells at 8 h TGF-β were the most highly divergent from the control cells (Fig. 6a). 

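Of the regions formed by merging the lamin B1 peaks of all time points, 8705 held a peak at 8 or 24 h and none in untreated cells. Peaks of 8 h alone made up 4439 regions and peaks of 24 h alone 1692. The 8 h list is the longest, and with lists of equal length the order turned, with 1272 regions of 8 h alone and 1400 of 24 h alone. An untreated peak was overlapped by 32.7% of the 8 h peaks and by 39.0% of the 24 h peaks. Among genes, 2308 were lamin B1 + at 8 h alone, 893 at 24 h alone, and 2428 at both of these time points but not in untreated cells.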

Importantly, this is the time point in where we observed the highest number of newly formed lamin B1 + regions. Further, differentially expressed genes showed again a maximum dependence of lamin B1 at the 8 h TGF-β time point, with more than 2000 genes differentially expressed as compared with control cells (Fig. 6b). 

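Between KD and control cells, 2254 genes were differentially expressed in untreated cells (1213 higher in KD cells, 1041 lower), 4104 at 8 h (2212 higher, 1892 lower) and 3241 at 24 h (1924 higher, 1317 lower), from limma's moderated test with Benjamini-Hochberg adjustment. After quantile normalization the split was close to even at 8 h, with 2051 higher and 2026 lower, and at 24 h, with 1613 higher and 1611 lower. In untreated cells it was 1295 higher and 1007 lower. The median size of these differences was 0.31 on the log2 scale at each time point. A 2-fold minimum on top of the test moved the counts most, to 67, 92 and 61 genes. Without a test, 127, 151 and 111 genes differed by at least 2-fold in their means. When each time point was fitted with its own 4 libraries alone, 732 genes were called in untreated cells, 5563 at 8 h and 710 at 24 h, of which 661, 4005 and 698 were called in the full fit too. Sprr2a1 had the largest rise in untreated KD cells among genes chosen by a rule set in advance and not named as small RNA, with 59.2 ± 4.93 FPKM (SD, n = 2) against 3.57 ± 0.690 FPKM (SD, n = 2). It is a member of a family of near-identical genes, so its FPKM can include reads of its relatives. Alb stood at 222 ± 5.59 FPKM (SD, n = 2) in untreated KD cells and 28.4 ± 10.7 FPKM (SD, n = 2) in control cells. Itgb7 was lower in untreated KD cells, with 8.97 ± 0.559 FPKM (SD, n = 2) against 34.4 ± 9.11 FPKM (SD, n = 2). Between 3 and 7 of the called genes at each time point were small RNA genes.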

Strikingly, around 50% of these genes were direct lamin B1 targets (bar colors, Fig. 6b). Moreover, the differentially expressed genes that were upregulated in KD conditions did not belong to the EMT pathway, which completely changed the EMT transcriptional program (Fig. 6c, Supplementary Fig. 6). Indeed, western blot data showed alterations in classical EMT markers, a lack of fibronectin, N-cadherin upregulation, E-cadherin downregulation, and a loss of migrative and invasive capacities normally acquired during EMT (Fig. 6d, e). 

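Of the genes differentially expressed between KD and control cells and placed in the annotation, 781 of 2162 were lamin B1 + in untreated cells (36.1%, 95% confidence interval 34.1 to 38.2%), 2271 of 3974 at 8 h (57.1%, 55.6 to 58.7%) and 1329 of 3132 at 24 h (42.4%, 40.7 to 44.2%). Among the other tested genes, the lamin B1 + shares were 32.8%, 56.2% and 44.8%. Random lists of genes with matched expression, drawn 10000 times, held on average 33.4%, 57.5% and 46.1% of lamin B1 + genes. At 8 h the observed share lay at the 30.6th percentile of these lists. In untreated cells it lay at the 99.5th percentile, and at 24 h it lay below all of them. These lists were chosen after seeing the data. Genes higher in KD cells were lamin B1 + in 33.1% of cases in untreated cells, 55.8% at 8 h and 36.8% at 24 h, and genes lower in KD cells in 39.5%, 58.7% and 50.5%. A 2-fold minimum, also chosen after seeing the data, moved the shares most, to 10.9%, 23.9% and 14.0%.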

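After 8 h of TGF-β, 2223 genes were raised in control cells and 2629 in KD cells. Of these, 1973 were raised in both, which is 88.8% of the genes raised in control cells and 75.0% of those raised in KD cells. The sets raised in KD cells alone and in control cells alone held 656 and 250 genes. A call in one group and not in the other does not show a difference, and a test of the difference in response called 66 of the 656 genes. Of the same genes, 496 were also higher at 8 h in control cells without a call there. A 2-fold minimum on top of the test moved the overlap most, to 390 genes raised in both, 158 in KD cells alone and 48 in control cells alone. Of the mesenchymal list, Acta2 and Tagln were raised in KD cells alone and 9 genes in both. The list did not differ between KD and control cells as a whole by fry, limma's rotation test for gene sets, with Benjamini-Hochberg adjusted p = 0.851 in untreated cells, 0.851 at 8 h and 0.184 at 24 h (median log2 differences 0.07, -0.04 and -0.11, higher in KD cells for 7, 6 and 3 of 13 tested genes). Of these 13 genes, 3 were called in untreated cells, 5 at 8 h and 3 at 24 h. The counts were the same when adjusted over the list alone. After quantile normalization the mesenchymal list was called at 24 h over 10 tests (Benjamini-Hochberg adjusted p = 0.0473 by limma's fry). Over the 6 tests of the shRNA table it was not (0.0568). The epithelial list was higher in KD cells at 8 h (median log2 difference 0.18, Benjamini-Hochberg adjusted p = 0.0215 by limma's fry) and at 24 h (0.26, adjusted p = 0.00309), but not in untreated cells (0.07, adjusted p = 0.184). At 8 h 4 of its 8 tested genes were higher in KD cells, at 24 h 6 and in untreated cells 5. After quantile normalization the list was called in untreated cells too (adjusted p = 0.0180 by limma's fry with Benjamini-Hochberg adjustment). The call at 8 h was lost with a replicate block (Benjamini-Hochberg adjusted p = 0.118 by limma's fry over 6 tests, against 0.0386 over the same tests without the block), and limma's camera called the list at neither time (adjusted p = 0.579 and 0.0866), so the calls depend on the test. Of its 8 genes, 1 was called in untreated cells, 6 at 8 h and 4 at 24 h. Adjusted over the list alone, the counts were 1, 6 and 5. After quantile normalization the median of the epithelial list at 8 h was 0.40, so its size depends on the scaling. The list was then also called in untreated cells (median 0.10, Benjamini-Hochberg adjusted p = 0.0180 by limma's fry). From the genes raised in KD cells, the paper states that they fall outside the EMT pathway and that lamin B1 loss changes the transcriptional program of EMT.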

Finally, ChIP-qPCR in LB1 + EMT genes at 8 h TGF-β (such as fibronectin, vimentin, and twist) showed loss of lamin B1 enrichment in KD conditions as compared with control cells (Fig. 6f). Importantly, overexpressing human GFP-lamin B1 in KD cells restored the migratory capacity of mesenchymal cells (Fig. 6g).

**Fig. 6:**
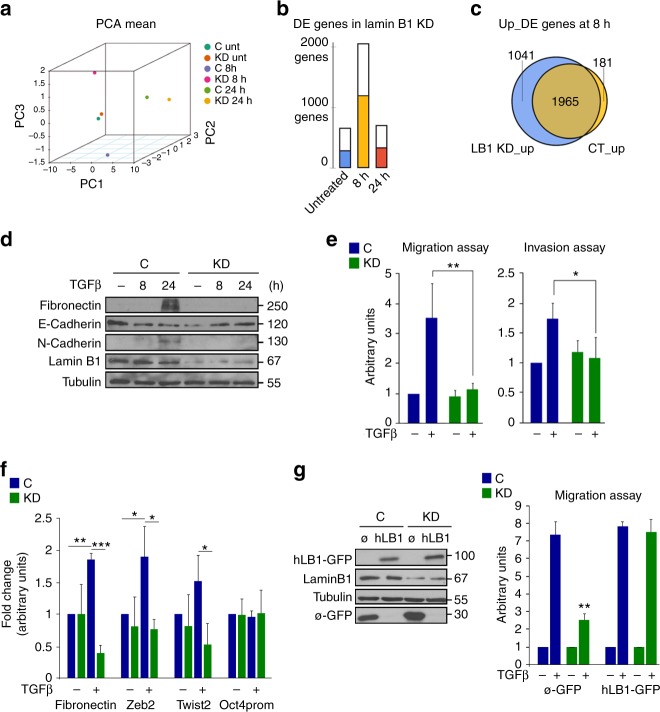
Lamin B1 is essential for EMT. **a** Principle component analysis (PCA) plot of RNA-seq based expression profiling in KD conditions. Each time point was normalized to its respective control. **b** Number of genes that were differentially expressed (DE) upon lamin B1 knockdown (KD) during the EMT process. Inside each bar, the proportion of genes that are direct targets of lamin B1 in the ChIP-seq experiment of NMuMG cells untreated (blue) or treated with TGF-β for 8 h (orange) or 24 h (red) are shown. **c** Venn diagram representing the overlap between upregulated genes after 8 h of TGF-β treatment in KD and C conditions. **d** Western blotting showing protein levels of different EMT markers and lamin B1 in C and KD NMuMG cells that were untreated or treated with TGF-β for 8 or 24 h. Tubulin was used as a loading control. Images are representative of three independent replicates. **e** Migration (left panel) and invasion (right panel) assays performed with C and KD NMuMG cells after 24 h of TGF-β treatment. Data are presented as mean ± SD, *n* *=* 3. **f** Chip-qPCR of three selected EMT-related lamin B1 + regions at 8 h after TGF-β treatment in C and KD conditions. One of the selected regions from Fig. 4d was used as a negative control (prOCT4). Data from qPCR were normalized to the input and expressed as the fold-change relative to the untreated C condition, which was set as 1. Data are shown as mean ± SD; *n* *=* 3. **g** Western blotting of overexpressed GFP-control or GFP-hLB (human LB1) from C or KD NMuMG cells. Tubulin was used as a loading control (left panel). Images are representative of three independent replicates. Migration assay of C and KD NMuMG cells transfected with either GFP-control or GFP-hLB (right panel). Data are shown as mean ± SD; *n* *=* 2

## Discussion

The presence of lamins in the nuclear interior has been long known but considered to be a transient pool on the way to assembly into the NL. Although B-type lamins remain permanently farnesylated and carboxymethylated (and therefore tightly associated to membranes^15^), they have also been reported to localize in the nuclear interior^44^. Polymerized lamins A and B exists within the nucleoplasm^6,16,17,45^, but their specific organization, state of polymerization, solubility, and degree of integrity within the NL remains to be determined. Lamins are known to bind DNA, histones, and histone-binding proteins^46,47^, and recent reports have also shown that lamin A/C bind to euchromatin regions, with an important role in gene regulation^18^. It is thus conceivable that all type of lamins in the nuclear interior contribute to chromatin organization, although little is known about their potential roles in gene regulation. Lamins A/C have a functional role accommodating chromatin environment for gene regulation^18^. We now present evidence that the presence of lamin B1 in euchromatin is dynamic and has a role in the execution of the EMT transcriptional program, suggesting that lamin B1 also has a crucial role in gene regulation. We believe that this role is not exclusive to EMT. In fact, the GO categories found in genes enriched in lamin B1 in the epithelial state belong to general transcription, which suggests a general role of lamin B1 in gene regulation in response to a given stimulus.

Given that intermediate filaments are the major contributors of cell architecture^35^ and, specifically, that nuclear lamins provide structural stability to the nucleus^48,49^ and participate in multiple nuclear activities, we propose a role for lamin B1 in helping the 3D chromatin rearrangements occurring during EMT (Fig. 7). Hi-C data in combination with lamin B1 ChIP-seq showed that eLADs are present in the A compartment during the entire process, and that there is a significant increase of eLADs in the B compartment over time during EMT. Data analyses showed that this increase in the B compartment corresponds to newly formed eLADs, rather than simply reflecting a movement of eLADs from A to B. Interestingly, genes present in these new eLADs have to be in a repressive state when cells become mesenchymal, further supporting this function as a chromatin organizer. Moreover, the correlation of lamin B1 enrichment and border strength suggests a possible role of lamin B1 as an architectural protein that has a critical role in the establishment of a new genomic architecture during EMT (Fig. 7). The increase in border strength might be a consequence of transcriptional changes that occur during EMT. However, we did not observe dramatic transcriptional changes at TAD borders enriched in lamin B1, suggesting that transcription is not the main cause of these changes. Our results are in accordance with other models that have shown that redistribution of architectural proteins is responsible for establishing new genome interactions^41^. We cannot rule out that other proteins are also involved in establishing long-range interactions. Notably, RNA polymerase II and/or its associated—but not the process of transcription per se—have been identified as mediators of interactions throughout the A compartment^50,51^.

**Fig. 7:**
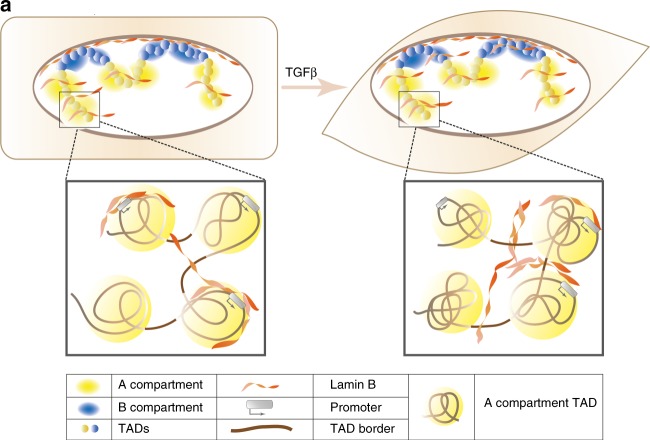
Schematic representation of the dynamism of eLADs during the EMT process

Hundreds of proteins are able to interact with lamins^52^. As different tissues express different sets of lamina-associated proteins^53^, the organization of lamina filaments can potentially vary significantly among tissues. Our results show that, once the EMT program is activated, new lamin B1 sites are formed that are enriched in TF-binding motifs belonging to developmental programs, including the TGF-β signaling pathway, suggesting a putative role for these TFs in recruiting lamin B1 (although further experiments will be required to demonstrate this). The apparently distinct configuration between epithelial and mesenchymal cell types, together with the fact that different antibodies were used, might explain why Gesson et al.^18^ did not detect lamin B1 in euchromatin regions, although they were also working with low sonication conditions.

Finally, it is still unclear why the presence of lamins (A/C and B1) in contact with euchromatin regions cannot be detected by the DamID method. Notably, DamID was recently proposed to favor the identification of stable interactions^21^. DamID methylation is modulated by the local chromatin structure, which means that open chromatin regions (euchromatin) may reach similar or even higher levels than the sites of specific methylation. Correction of the methylation levels by Dam unfused proteins could be responsible for a loss of lamin-euchromatin signal, and we now know that there is a more stable lamin pool in the NL that will always provide stronger signal.

To summarize, although lamin B1 filaments in contact with repressed chromatin are mainly located in the B compartment, where they form cLADs^4^, our present work also shows that transcriptionally active chromatin in the A compartment can interact with lamin B1, to form eLADs. This is consistent with previous models showing lamin A/C also contact euchromatin^18^, and with the fact that these two filaments form an interconnected meshwork^12,13^. Importantly, these two types of lamin B1 domains—cLADs and eLADs—behave differently: while cLADs are static, eLADs are dynamic and change during EMT. Moreover, the correlation of lamin B1 enrichment and border strength suggests a possible participation of these domains in establishing new genomic architecture during EMT (Fig. 7). Many questions still remain to be addressed: is the molecular structure of lamin B filament networks distinct in cLADs and eLADs? Is this lamin B1 pool soluble, or is it still membrane-bound but less stably integrated (and therefore more dynamic)? Are eLADs universal? Do they have a role in all types of cellular transformation processes? Which are the signals and/or TFs responsible for recruiting lamin B1 to different loci? Are the changes in interactions the cause or consequence of lamin B1 enrichment at TAD borders? Answers to these questions will contribute to our understanding of how genome is reorganized during cellular transformation, and the role of euchromatin-lamin contacts in this re-organization and, therefore, in gene regulation.

## Methods

### Nuclear fractionation

Nuclear fractionation of infected NMuMG cells with either irrelevant shRNA or LB1 shRNA was performed using a Nuclear Extract Kit (ab219177, Abcam).

NMuMG cells were seeded in p150 plates and the assay was performed at 4 °C following manufacturer’s instructions.

### Cytochemical staining for *SA-β-gal*

Cytochemical staining for senescence-associated galactosidase (SA-β-gal) was performed using a Senescence β-Galactosidase Staining Kit (Cell Signaling Technology) at pH 6.0.

NMuMG cells infected and selected with puromycin were seeded in six-well plates, and 48 h after the assay was performed following manufacturer’s instructions. In brief, culture medium was removed from the plates and two washes with phosphate-buffered saline (PBS) were performed. Cells were then fixed with Fixative solution provided with the Kit during 15 min at room temperature. Two more washes with PBS were performed before the addition of β-Galactosidase staining solution. Plates were sealed with parafilm and incubated overnight at 37 °C in a dry incubator. To avoid evaporation, corners of the plates were filled with PBS.

### ChIP experiments

ChIP experiments were performed as described^54^. In brief, NMuMG cells were crosslinked in 1% formaldehyde for 5–10 min at 37 °C. Crosslinking was stopped by adding glycine to a final concentration of 0.125 M for 2 min at room temperature. For nuclear fractions, cells were scraped with cold soft-lysis buffer (50 mM Tris-HCl, 10 mM EDTA, 0.1% NP-40, and 10% glycerol) supplemented with protease inhibitors. Samples were then centrifuged at 800 × *g* for 15 min and the nuclei pellets were lysed with SDS-lysis buffer (1% SDS, 10 mM EDTA, and 50 mM Tris pH 8) supplemented with protease inhibitors. Extracts were sonicated to generate 200–600 bp DNA fragments, incubated on ice for 20 min, centrifuged at 16,000 × *g* for 10 min, and then diluted 1:10 with dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH 8 and 167 mM NaCl). For ChIP analysis, the primary antibody or an irrelevant antibody (IgG) was added to the sample, and the mixture was incubated overnight with rotation at 4 °C. Chromatin bound to the antibody was then immunoprecipitated using unblocked protein A beads (Diagenode) for 3 h with rotation at 4 °C. Precipitated samples were then washed three times with low-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl) and with high-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), and twice with LiCl buffer (250 mM LiCl, 1% Nonidet P-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0) using columns. To verify antibody specificity, samples were eluted with 2 × western blotting loading buffer for 5 min at 95 °C. Proteins were separated by SDS–polyacrylamide gel electrophoresis and probed with the anti-lamin B1 antibody. For qPCR detection of genomic regions of ChIP-sequencing analysis, washed samples were treated with elution buffer (100 mM Na_2_CO_3_ and 1% SDS) for 1 h at 37 °C and then incubated at 65 °C overnight with the addition of a final concentration of 200 mM NaCl to reverse the formaldehyde crosslinking. After proteinase K solution (0.4 mg/ml proteinase K (Roche), 50 mM EDTA, 200 mM Tris-HCl pH 6.5) treatment for 1 h at 55 °C, DNA was purified with MinElute PCR purification kit (Qiagen) and eluted in nuclease-free water. Genomic regions were detected by qPCR. Primers used are listed in Supplementary Table 4 (Supplementary Table 4). Results were quantified relative to the input and the amount of irrelevant IgG immunoprecipitated in each condition.

For ChIP-seq analysis, two parallel ChIPs were performed and mixed after elution with nuclease-free water. The NEBNext Ultra DNA library Prep Kit for Illumina was used to prepare the libraries and samples were sequenced using Illumina HiSeq 2500 system.

### MTT assays

Cells previously infected and selected for 48 h with puromycin were counted with Neubauer’s Chamber and 10,000 cells/condition were seeded in 96-well plates by triplicate.

MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assays were performed by adding 0.5 mg of MTT (Sigma) per mL of Dulbecco’s modified Eagle’s medium (DMEM) without fetal bovine serum (FBS) for 3 h at 37 °C to determine the percentage of viable cells. Cells were solubilized with dimethyl sulfoxide-isopropanol (1:4). The absorbance of insoluble formazan (purple) at 590 nm, which is proportional to the number of viable cells, was then determined. Cell viability was quantified during four consecutive days.

### Migration and invasion

For migration experiments, control (Irrelevant shRNA) and KD (shRNA_LB1) NMuMG cells were treated with TGF-β. After 24 h, 50,000 cells were resuspended in DMEM 0.1% FBS–0.1% bovine serum albumin, reseeded on a transwell filter chamber (Costar 3422) and incubated for 6–8 h. For invasion assays, cells were placed in Matrigel-coated transwell filter (BD356234) and incubated for 12–16 h. In both cases, DMEM with 10% FBS was added to the lower chamber and used as a chemoattractant. Non-migrating and non-invading cells were removed from the upper surface of the membrane, whereas cells that adhered to the lower surface were fixed with paraformaldehyde 4% for 15 min. Nuclei were stained with PBS-DAPI (4′,6-diamidino-2-phenylindole) (0.25 μg/mL). DAPI-stained nuclei were counted in four fields per filter by ImageJ software.

### Fluorescence recovery after photobleaching

NMuMG cells were first transfected with human mCerulean-Lamin B1-10, which was a gift from Michael Davidson (Addgene plasmid #55380)^55^ using *Trans*IT-X2® Dynamic Delivery System (Mirus Bio LLC). After 8 h, transfected cells were infected using irrelevant shRNA and human shRNA LB1 and selected using puromycin (1 μg/mL) for 24 h. Transfected and infected cells were seeded in 35 mm MatTek dishes. After 24 h, Leica TCS SP5 confocal system with the LAS-AF application wizard was used to perform FRAP experiment. Cells were kept in a fully incubated (CO_2_ and 37 °C) chamber, while imaging with a × 63, 1.4 objective and 458 nm laser line of the Argon laser for excitation. Selected nuclear areas were bleached for five times using maximum laser intensity and 100 frames after the photobleach were collected, with 370 ms intervals, using the minimal laser power required. Before photobleaching, 10 frames were collected as an internal control of the experiment. Signal recovery was measured by ImageJ software using pre-bleached (pb), background (bg), and non-bleached (nb) areas (regions of interest, ROIs) to normalize the data. For every time point, the data was normalized according to the formula: (ROI_b_ − ROI_bg_)/(ROI_nb_ − ROI_bg_) / (pbRO_Ib_ − pbROI_bg_)/(pbROI_nb_ − (pbROI_bg_)^56^.

### Statistical analysis

Statistical significance was assessed using a two-tailed unpaired Student’s *t*-test. The symbols *, ** and *** indicates significant differences with *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively.

### RNA sequencing

RNA-seq experiments were performed with two biological replicates of NMuMG cells (with or without shRNA of either control or KD) that were untreated or treated with TGF-β for 8 or 24 h. After RNA extraction with GenElute^TM^ Mammalian Total RNA Miniprep Kit (Sigma-Aldrich), samples were sequenced using the Illumina HiSeq 2500 system.

### ATAC sequencing

The ATAC experiment was performed as described^57^. NMuMG cells were either untreated or treated with TGF-β for 8 or 24 h, and then collected and treated with transposase Tn5 (Nextera DNA Library Preparation Kit, Illumina). DNA was purified using MinElute PCR Purification Kit (Qiagen). All samples were then amplified by PCR using NEBNextHigh-Fidelity 2× PCR Master Mix (New Englands Labs) with primers containing a barcode to generate libraries. DNA was again purified using MinElute PCR Purification kit and samples were sequenced using Illumina HiSeq 2500 system.

### Hi-C experiments

Hi-C libraries were generated from NMuMG cells (that were untreated or treated with TGF-β for 8 or 24 h) according the previously published Hi-C protocol, with minor adaptations^58^. Five million cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Before permeabilization, cells were treated for 5 min with trypsin to obtain single cells. DNA was digested with 400 units of Dpn II and the ends of restriction fragments were labeled using biotinylated nucleotides and ligated in a small volume (in situ Hi-C). Libraries were generated independently in the three conditions (e.g., treated with TGF-β for 8 or 24 h, or untreated), controlled for quality, and sequenced on an Illumina HiSeq 2000 sequencer.

### Data availability

Sequencing samples (raw data and processed files) are available at NCBI GEO under the accession code GSE96033.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

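The data come from NMuMG cells that were untreated or treated with TGF-β for 8 or 24 h. Lamin B1 ChIP-seq and ATAC-seq gave 1 library per time point each, and each ChIP library is a mix of parallel ChIPs. RNA-seq gave 2 libraries per time point for parental cells (6 libraries) and 2 libraries per time point for each of control and lamin B1 KD cells (12 libraries). The Hi-C data were not analysed here, nor were the qPCR, imaging and protein experiments of the paper. The sample labels give the TGF-β concentration as 1 to 5 ng/ml.

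The authors aligned the RNA reads and computed the deposited FPKM values, one column per library, and the paper's text does not name the programs. Both tables lack a header line, so columns were taken in the order that the deposited descriptions and titles name, and Lmnb1 is lower in every column taken as KD than in every column of control cells at the same time point. The columns of the parental table carry no replicate number. The authors called the ChIP and ATAC peaks with MACS, and the deposited lists give positions on mm9 and a MACS score per peak, whose lowest value is 50. No list gives reads, so the depth is unknown, and the length of a list cannot be related to the number of reads behind it.

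FPKM values were analysed as log2 after adding 1. Genes with an FPKM of at least 1 in at least 2 libraries of a table were tested, 11309 genes in the parental table and 11450 in the shRNA table. Differences between groups came from limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with all libraries of a table in one fit, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The contrasts were 8 h and 24 h against untreated cells in parental, control and KD cells, KD against control cells at each time point, and the difference between the responses of KD and control cells at 8 h and at 24 h. Gene lists were tested with fry, with the Benjamini-Hochberg adjustment over the 10 tests of the mesenchymal and epithelial lists, and over the 6 tests of the shRNA table for the replicate block, which the parental table does not allow. The mesenchymal list (15 genes) and the epithelial list (10 genes) were written from general knowledge of EMT before the data were examined. A proliferation list (18 genes) and an interferon list (18 genes) were written later, before their own tests, and were adjusted as a family of 10 tests of their own. Tests of the lists on the difference in response were chosen after seeing the data.

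The paper's statistics section names a two-tailed unpaired test, and no tool for RNA-seq is named in its text. The tests were tried on simulated data. Each gene's values were drawn from a normal distribution with its mean and within-group spread in the deposited values, without group differences. For 200 genes, the values of 1 group were then changed. The simulated spread of a gene was equal in all groups, while the deposited replicates are less alike in some groups than in others. The rates below thus describe the simulated data and may not hold for the deposited values. In the parental comparison at 8 h, 94% of changes of 1 and 69% of changes of 0.5 on the log2 scale were recovered, and 3 of 166 calls were unchanged genes. In the KD comparison at 8 h the values were 96%, 77% and 11 of 184.

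Peak lists were compared by overlap of at least 1 bp in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Random expectations came from 1000 circular shifts of the peaks within each chromosome, and from 100 shifts for positions in genes. Genes were placed with GENCODE M1 on mm9 (NCBIM37). Of 24892 gene symbols in both tables, 21213 matched by symbol, 762 by an older symbol taken from a GRCm38.p6 gene table, 188 were ambiguous and 2729 had no match. The matched genes were 21718 of 23295 in the parental table and 21403 of 24247 in the shRNA table. Lamin B1 + genes had a peak between 2500 bp upstream of the TSS and the 3′ end. A promoter was the 500 bp on each side of the TSS. Clusters joined peaks at most 100 kb apart. Confidence intervals are 95% Wilson intervals. Shares were compared with 10000 random gene lists matched in 20 classes of expression, which were chosen after seeing the data.

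Genes named in the text were fixed by a rule written before the data were examined. They are the genes the paper names with a measurement, the lamina genes Lmna, Lmnb2 and Emd, the members of the mesenchymal and epithelial lists, and for each of 5 contrasts the 3 genes with the largest rise and the 3 with the largest fall among called genes whose replicates do not overlap between groups and whose higher group mean is at least 5 FPKM.

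The alternatives were an added constant of 0.1, no filter, quantile normalization, a replicate block, a fit of only the groups compared, a 2-fold minimum, camera in place of fry, leaving out each replicate in turn, the higher scoring peaks of each list, lists of equal length, other overlap rules, other gene rules (500 and 2500 bp around the TSS), and other cluster rules (50, 200 and 500 kb, or at least 2 peaks). An adjustment per table for the lists, the exclusion of small RNA genes, the 2-fold minimum for shares of lamin B1 + genes, lists of equal length for genes and the alternatives for the lamin B1 + share of KD-dependent genes were added after seeing the data.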

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

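The test of the difference in response, and its alternatives with quantile normalization and with only the groups compared, were set in advance. The use of these alternatives as tests of a cause, with counts of shared genes, and the tests of small RNA genes were chosen only after the results were seen. The results here are differences between groups, namely genes whose response to TGF-β differed between KD and control cells by a test of that difference (limma's moderated test with Benjamini-Hochberg adjustment, 2 libraries in each of the 4 groups compared).

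At 8 h, 465 genes responded differently, 281 with a higher and 184 with a lower response in KD cells. At an unadjusted p under 0.05 there were 2430 genes. The authors' scaling does not account for the calls as a whole, since 381 of these genes kept the call after quantile normalization, although the share with a higher response moved from 60.4% to 50.6%. Small RNA genes, whose FPKM values jump between 0 and very high, made up 3 of the calls, so they do not account for the rest. A spread borrowed from all 6 groups that is too small for the groups compared is argued against, since a fit of the 4 groups alone called more genes, 714, of which 423 are among the 465. With replicate numbers as a replicate block, 284 genes were called. Of the 351 genes that also changed in parental cells at 8 h, 29.3% differed in the direction opposite to the parental change. A biological difference caused by lamin B1 loss stays a hypothesis, found and tested on the same data. An effect of the lamin B1 shRNA on other transcripts was not tested.

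At 24 h, 540 genes responded differently, 313 with a higher and 227 with a lower response in KD cells, and 2713 genes did at an unadjusted p under 0.05. After quantile normalization 422 of the genes kept the call, which argues against scaling as the whole cause, although the share with a higher response moved from 58.0% to 48.0%. Only 3 of the called genes were small RNA genes. With replicate numbers as a replicate block, 377 genes were called, 362 of them among the 540. With the 4 groups compared alone in the fit, 88 genes were called, 84 of them among the 540. A spread from all groups that is too small for the KD libraries of 24 h therefore stays open as the cause of most of the calls at 24 h, and these libraries are the least alike of any group, with a root mean square difference of 0.56 on the log2 scale between them. Of the 426 genes that also changed in parental cells at 24 h, 44.8% differed in the direction opposite to the parental change. The biological difference named by the design, lamin B1 loss, stays open as well.

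Among the genes chosen by a rule set in advance, the response at 8 h was lower in KD cells for Col5a3 by a log2 difference of -0.50 and for Lce1g by -1.35. It was higher for Lgals4 by 0.64, for Krt6a by 1.20, for Sprr2a1 by 0.91 and for Itgb7 by 1.41. The adjusted p from limma's moderated test with Benjamini-Hochberg adjustment was 0.0498 for Col5a3, 0.0203 for Lce1g, 0.00872 for Lgals4, 0.0330 for Krt6a, 0.0316 for Sprr2a1 and 0.0183 for Itgb7. Over the alternatives, the adjusted p from limma with Benjamini-Hochberg adjustment ran from 0.0417 to 0.375 for Col5a3, from 0.0317 to 0.111 for Krt6a and from 0.0287 to 0.0576 for Sprr2a1. For Lce1g, Lgals4 and Itgb7 every alternative kept the call, with adjusted p up to 0.0374, 0.0237 and 0.0428 by limma with Benjamini-Hochberg adjustment. The difference in response contains the difference before treatment. Itgb7 stood at 34.4 FPKM in control and 8.97 FPKM in KD cells without TGF-β and at 9.71 and 7.14 FPKM at 8 h, so the groups came closer. Krt6a, Sprr2a1 and Lce1g belong to families of similar genes whose reads can be shared, and no table here can separate their reads.

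Small RNA genes made up 3 of the calls at each time, and only those chosen by the rule set in advance are named here. At 8 h they were Mir7024, with a fitted difference of -11.94, and Snord85, with -15.94. Mir7024 is listed at 3809 and 4034 FPKM in the control libraries of 8 h and at 0 in the other 10 libraries. Snord85 is listed at 2359.8 and 2526 FPKM in the control libraries of 8 h, at 659 and 0 in untreated KD cells, and at 0 in the other 8. At 24 h they were Snord104, with -9.09, and Snord33, with 16.62. Snord104 is listed at 0 in both KD libraries of 24 h and at 1196 and 2146 FPKM in the control libraries, and Snord33 at 0 in both control libraries and at 307 and 1307 FPKM in the KD libraries. Replicates can jump in the same way, since in parental cells at 24 h Snord104 is listed at 0 and 1569 FPKM and Snord33 at 706 and 0 FPKM. The fitted differences of such genes depend on the constant added to each FPKM and set no bound. A very short gene turns few reads into a high FPKM, and without read counts the values do not show how many reads lie behind them. The jumps between replicates leave a technical source open, and no biological explanation was tested for these genes.

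At 24 h the response of Cdh1 was higher in KD cells by a log2 difference of 0.81 (adjusted p = 0.0246 from limma's moderated test with Benjamini-Hochberg adjustment). Cdh1 fell by 2.02 in control cells and by 1.21 in KD cells on the log2 scale. Its adjusted p over the alternatives, by limma with Benjamini-Hochberg adjustment, ran from 0.0246 to 0.114, with the highest value when the 4 groups compared were fitted alone. After quantile normalization it was 0.0286 by the same limma test and Benjamini-Hochberg adjustment, which argues against the authors' scaling as its cause.

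The other genes at 24 h were Lce1g with -1.02, Lgals4 with 0.45, Anxa10 with 1.56, Sprr2a1 with -3.19, Alb with -2.60 and Itgb7 with 1.66. Their adjusted p from limma's moderated test with Benjamini-Hochberg adjustment was 0.0387, 0.0206, 0.00193, 6.7e-05, 0.00315 and 0.00604 in that order. The call was lost for Lce1g in 3 alternatives (no filter, the 4 groups alone and the replicate block), for Lgals4 with the 4 groups alone (adjusted p = 0.0833 by limma with Benjamini-Hochberg adjustment, with a range from 0.00576) and for Alb with 0.1 added (0.106, with a range from 0.00261). Sprr2a1 fell from 59.2 to 0.775 FPKM in KD cells and from 3.57 to 0.224 FPKM in control cells. Alb fell from 222 to 0.296 FPKM in KD cells, and in control cells from 28.4 FPKM to libraries listed at 0. Anxa10 and Itgb7 started lower in KD cells and ended near 0 in both groups, at 0.0858 and 0.204 FPKM in KD cells and 0.166 and 0.336 FPKM in control cells. For these 4 genes the difference in response thus follows from the difference between untreated KD and control cells and from a fall to near 0 in both.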

How the results depend on the processing

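The choices of the main analysis and most alternatives were made before the data were examined. Chosen only after the results were seen were the tests and alternatives without small RNA genes, with the list adjustment per table, with a 2-fold minimum for shares of lamin B1 + genes, with equal lists for lamin B1 + genes, and all alternatives for the lamin B1 + share of genes that differ between KD and control cells. Of 468 alternative values for 109 results, 260 kept their side of the threshold, their size within the spread or their count within 1.5 times, 6 lost their call, 2 gained one and 200 moved in size. Where no cause is given below, the cause was not tested.

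A 2-fold minimum on top of limma's test lowers each count by construction. The counts became 486 and 1333 for parental cells at 8 and 24 h, 67, 92 and 61 for KD against control cells in the order of time, 982 and 1670 for control cells at 8 and 24 h, 1220 and 1768 for KD cells at 8 and 24 h, and 30 and 53 for the difference in response. Genes raised at 8 h became 390 in both, 158 in KD cells alone and 48 in control cells alone. The DE share of lamin B1 + genes became 9.31%, 7.79% and 7.83%, and the lamin B1 + share of genes that differ between KD and control cells 10.9%, 23.9% and 14.0%.

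With only the groups compared in the fit, the spread comes from fewer libraries. KD against control cells then gave 732 genes in untreated cells and 710 at 24 h, and the difference in response gave 714 genes at 8 h and 88 at 24 h. Lmnb1 at 24 h kept its log2 difference of -1.50 but lost its call, with adjusted p = 0.0538 from limma with Benjamini-Hochberg adjustment and a range over the alternatives from 8.3e-04.

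In the pairing check, differences from the group means were correlated between libraries with the same replicate number. Over 15 pairs of groups in the shRNA table, r ran from -0.135 to 0.368 with a median of 0.020. It was over 0.1 for 2 pairs and under -0.1 for 3, so the libraries were not treated as paired. The highest r, 0.368, was that between control and KD cells at 24 h, which are compared with each other. Between control and KD cells r was -0.135 without TGF-β and -0.113 at 8 h. Between untreated KD cells and KD cells of 24 h it was 0.184. A replicate block shares its effect over all groups, so it cannot decide whether the libraries of 24 h alone are paired. With the replicate number as a replicate block, the difference in response at 8 h gave 284 genes in place of 465, and the epithelial list in KD against control cells at 8 h lost its call (adjusted p = 0.118 by limma's fry with Benjamini-Hochberg adjustment). The block exists for the shRNA table alone, so its list values are adjusted over 6 tests and not 10. Adjusted over the same 6 tests without the block, the value was 0.0386 in place of 0.0215 by limma's fry with Benjamini-Hochberg adjustment. No paired analysis was possible for the parental table because its columns carry no replicate number.

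Quantile normalization gave the mesenchymal list a call at 24 h (adjusted p from 0.184 to 0.0473 for KD against control cells by limma's fry with Benjamini-Hochberg adjustment, range to 0.402) and the epithelial list one in untreated cells (from 0.184 to 0.0180, range to 0.402). Adjusted over the 6 tests of the shRNA table, the mesenchymal value after quantile normalization was 0.0568 by limma's fry with Benjamini-Hochberg adjustment, so that call depends on the number of tests. Genes raised at 8 h in control cells alone rose from 250 to 388. It also moved the median of all tested genes by more than 0.1, from -0.14 to -0.02 for control cells at 8 h, from -0.13 to -0.03 for KD cells at 8 h and from -0.13 to 0.00 for control cells at 24 h, and by slightly less, from -0.10 to 0.00, for KD cells at 24 h. The share of calls that were higher moved with it, from 30.2% to 46.0%, from 33.9% to 46.0%, from 36.1% to 50.0% and from 39.8% to 50.1% in the same order, and from 58.0% to 48.0% for the difference in response at 24 h. The balance of raised and lowered genes under TGF-β, and of higher and lower responses, thus depends on the scaling. The share also moved from 60.4% to 50.6% for the difference in response at 8 h. For parental cells it moved from 41.1% to 49.7% at 8 h and from 47.4% to 51.2% at 24 h. For KD against control cells it moved from 53.9% to 50.3% at 8 h and from 59.4% to 50.03% at 24 h. In untreated cells it rose from 53.8% to 56.3%. For lists without a call, the sign of the median changed too, from -0.04 to 0.00 for the mesenchymal list in KD against control cells at 8 h (7 of 13 genes higher in place of 6) and from -0.07 to 0.16 for the epithelial list's difference in response at 8 h.

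Under camera with a preset correlation, the epithelial list lost its calls, with adjusted p by limma's camera and Benjamini-Hochberg adjustment of 0.378 and 0.765 for parental cells at 8 and 24 h and 0.579 and 0.0866 for KD against control cells at 8 and 24 h. These 4 calls hold under fry, where over the other alternatives only the replicate block at 8 h lost one. With 0.1 added, the call for KD against control cells at 8 h depends on the number of tests. Its adjusted p by limma's fry with Benjamini-Hochberg adjustment was 0.0358 over 10 tests and 0.0644 over the 6 tests of the shRNA table. The calls of the mesenchymal list in parental cells hold under both fry and camera. Its direction in KD against control cells at 8 h, where neither calls it, differs between them.

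With 0.1 added in place of 1, small FPKM values weigh more. The distances between KD and control cells became 0.50, 0.62 and 0.56, and the genes at least 2-fold apart 795 for parental cells at 8 h in place of 501, and 208, 314 and 242 for KD against control cells in place of 127, 151 and 111. Without the filter, the distances became 0.31, 0.39 and 0.35 and the genes raised in control cells alone 387. Without small RNA genes, the distances were 0.24, 0.29 and 0.26.

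When the higher scoring peaks of each list were kept, fewer peaks were left by construction, 2323, 5243 and 3542. Sharing by all time points became 16.0% of regions and 19.8% of genes, sharing of untreated peaks with 8 h 70.04%, and overlap with ATAC peaks 38.7% in untreated cells and 24.3% at 8 h. Clusters numbered 1518 in untreated cells and 2504 at 24 h, averaged 0.0205, 0.0297 and 0.0197 Mb, and covered 1.18%, 3.43% and 1.87%. Lamin B1 + genes numbered 2377, 5073 and 3572, 6411 at any time, with median expression of 14.1, 9.27 and 10.9 FPKM.

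With lists of equal length, sharing by all time points was 20.4% of regions and 27.3% of genes, and sharing of untreated peaks with 8 h 51.2%. Overlap with ATAC peaks was 31.3%, 23.3% and 27.5%, so its order over time depends on the lengths of the lists. Clusters averaged 0.0272 Mb at 8 h and 0.0253 Mb at 24 h and covered 2.91% and 2.87%. Lamin B1 + genes at 8 h numbered 4586. Counting peaks within 1 kb of each other as shared gave 19.5% and 75.1%. Asking for an overlap of at least 50% of the shorter peak gave overlaps with ATAC peaks of 45.7%, 27.4% and 62.6%.

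Cluster size follows from the chaining distance by construction. With 500 kb, clusters numbered 1032, 1202 and 1236, averaged 0.388, 0.729 and 0.600 Mb and covered 15.2%, 33.2% and 28.1%. With 200 kb they numbered 2622 at 8 h and 2555 at 24 h, averaged 0.0965, 0.165 and 0.125 Mb and covered 6.44%, 16.4% and 12.1%. With 50 kb they averaged 0.0118, 0.0160 and 0.00992 Mb and covered 1.34%, 3.54% and 1.88%. Clusters of 2 or more peaks numbered 769, 1748 and 1308, averaged 0.101, 0.121 and 0.1001 Mb and covered 2.95%, 7.99% and 4.96%.

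With a peak required within 500 bp of the TSS, 26.9% of lamin B1 + genes were shared by all time points, their medians were 13.7, 9.25 and 10.4 FPKM, their DE shares 70.2%, 61.3% and 63.1%, and the lamin B1 + shares of genes that differ between KD and control cells 32.4%, 52.0% and 39.7%. Within 2500 bp, the medians were 12.9, 8.53 and 9.78 FPKM. In the 500 bp around peak centres, the share of G and C was 65.9%, 65.9% and 68.2%.

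Leaving out each replicate in turn, which gives no p, kept the log2 difference of Lmnb1 between KD and control cells from -1.89 to -1.58, from -1.93 to -1.87 and from -1.83 to -1.17 in the order of time. Distances ran from 0.38 to 0.44, from 0.51 to 0.52 and from 0.47 to 0.52. Genes at least 2-fold apart ran from 402 to 640 and from 1348 to 1393 for parental cells, and from 122 to 155, from 152 to 167 and from 127 to 185 for KD against control cells. The count of 185 at 24 h, against 111, came without KD replicate 1. Medians of lamin B1 + genes ran from 12.5 to 12.6, from 7.84 to 7.97 and from 9.14 to 9.25 FPKM. The median of the mesenchymal list ran from 0.00 to 0.11, from -0.08 to 0.00 and from -0.15 to -0.04 for KD against control cells, and from 0.29 to 0.34 and from 1.26 to 1.30 for parental cells. That of the epithelial list ran from 0.06 to 0.08, from 0.16 to 0.21 and from 0.20 to 0.32, and from 0.16 to 0.24 and from -0.23 to -0.01.

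Values given for description only changed in 30 of 54 cases under the other alternatives, all in size, and in 32 of 86 when a replicate was left out. The mesenchymal list held 7 new lamin B1 + genes, 5 with peaks within 500 bp of the TSS, 7 within 2500 bp and 2 with the higher scoring peaks, and the epithelial list 5, 4, 5 and 5. The tables hold FPKM values and peak lists without read counts, so the depth of each library is unknown. This limits the comparison of list lengths, sharing and coverage between time points, each with 1 library.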

Differences from the paper's values

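The alternatives named here were set before the data were examined, except the 2-fold minimum for lamin B1 + genes and the tests named as chosen after seeing the values. A value is listed where the paper's and the re-computed value differ by more than 1.5 times.

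For the share of lamin B1 + genes that are differentially expressed, the paper gives 42%, 37% and 38% in the order of time, against 68.1%, 58.6% and 60.4% here. Peaks within 500 bp of the TSS gave 70.2%, 61.3% and 63.1%, so that alternative did not close the gap. A 2-fold minimum, chosen after seeing the values, gave 9.31%, 7.79% and 7.83% and did not close it either. As numbers of genes, the paper gives 1872, 3269 and 2545, against 2934, 4945 and 3856. With peaks within 500 bp the numbers were 2599, 4460 and 3575, within 1.5 times of the paper's, and with the 2-fold minimum they were 401, 657 and 500, which are not.

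For clusters at 8 h, the paper gives 2429 eLADs, against 4163 clusters here. Keeping the higher scoring peaks (3044), equal lists (2830), a chaining distance of 200 kb (2622) and clusters of 2 or more peaks (1748) closed the gap, and distances of 50 kb (5831) and 500 kb (1202) did not. For the mean size of eLADs, the paper gives a single value of 0.34 Mb, against 0.0336 Mb in untreated cells, 0.0513 Mb at 8 h and 0.0347 Mb at 24 h. A distance of 500 kb gave 0.388 Mb in untreated cells and closed the gap there, and with 0.729 and 0.600 Mb it went past the paper's value by more than 1.5 times at 8 and 24 h. In untreated cells the higher scoring peaks (0.0205 Mb), equal lists (0.0336 Mb), 50 kb (0.0118 Mb), 200 kb (0.0965 Mb) and 2 or more peaks (0.101 Mb) did not. For the share of the genome covered, the paper gives 25.9%, 31.7% and 40.1%, against 3.03%, 8.09% and 5.06%. With 500 kb it was 15.2%, 33.2% and 28.1%, which closed the gap at 8 and 24 h and not in untreated cells, and none of the other alternatives closed it at any time.

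For genes that differ between KD and control cells at 8 h, the paper gives more than 2000, a lower limit that the 4104 genes here meet. Set against 2000 itself, the number is more than 1.5 times higher, and none of the alternatives came within 1.5 times. They gave 4120 genes with 0.1 added, 3798 without the filter, 4077 after quantile normalization, 4003 with the replicate block and 5563 with only the groups compared, which all meet the limit, and 92 with a 2-fold minimum, which does not. In untreated cells the paper shows about 660 in Fig. 6b, read by eye, against 2254, and at 24 h about 700 in Fig. 6b, read by eye, against 3241. With only the groups compared in the fit, the numbers were 732 and 710, which closed both gaps. The other alternatives, with 67 to 2302 genes in untreated cells and 61 to 3244 at 24 h, did not.

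For the lamin B1 KD, the paper gives an efficiency of about 50%, measured by another method. Read as mRNA left in KD cells, this compares with 27.8% in untreated cells by RNA-seq. The share left was 24.5% at 8 h and 32.8% at 24 h, where the KD libraries stood at 24.1% and 41.5%. No alternative was set for this value. For parental cells at 8 h, the paper shows about 3000 genes in Fig. 2b, read by eye, against 6161. None of the alternatives closed this gap, with 6139 genes with 0.1 added, 6027 without the filter, 6055 after quantile normalization, 5540 with only the groups compared and 486 with a 2-fold minimum. For genes raised at 8 h in KD cells alone, the paper shows about 1000 in Fig. 6c, read by eye, against 656. No filter (928) and quantile normalization (738) closed the gap, and 0.1 added (647), the replicate block (665) and a 2-fold minimum (158) did not.

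The paper has the number of eLADs and their coverage rise over both steps of time. Here clusters numbered 2380, 4163 and 3841 and covered 3.03%, 8.09% and 5.06%, so both were highest at 8 h. The number rose over both steps with equal lists (2380, 2830 and 2993) and with a chaining distance of 500 kb (1032, 1202 and 1236), and not with the higher scoring peaks, 50 kb, 200 kb or 2 or more peaks. Coverage rose over both steps under none of these alternatives. The paper has genes of higher expression bind more lamin B1. Here the share of lamin B1 + genes rose up to the class of 10 to 100 FPKM, and the class over 100 FPKM was not above it at any time, with 37.2%, 59.6% and 41.2% against 37.8%, 60.6% and 49.0%. The paper has KD and control cells furthest apart at 8 h. The paper's components come from values normalized to the control of each time point, and those here from the 12 libraries without that step, so the inputs differ. On the first 2 principal components the distance was 10.4 at 24 h and 8.73 at 8 h, while on the first 3 components, with 45.3 at 8 h, and over all tested genes it was highest at 8 h.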

Other observations

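The tests of chromosome copies, of shared lamin B1 + genes, of the proliferation list between KD and control cells, of list differences in response and of genes that gain or lose lamin B1 were chosen only after the results were seen.

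In parental cells Lmnb1 stood at 36.9 and 36.3 FPKM in untreated cells, 34.1 and 34.4 FPKM at 8 h and 19.5 and 17.6 FPKM at 24 h. The log2 change was -0.09 at 8 h (adjusted p = 0.182 from limma's moderated test with Benjamini-Hochberg adjustment) and -0.95 at 24 h (adjusted p = 6.4e-06). After quantile normalization the change at 24 h was -0.91, which argues against the authors' scaling as the cause. A test that fewer cells divide at 24 h used the proliferation list of 18 genes, whose median fell by 1.44 on the log2 scale at 24 h (-1.44, all 18 genes lower, adjusted p = 0.00119 by limma's fry with Benjamini-Hochberg adjustment) and changed by -0.57 at 8 h (adjusted p = 0.00437). Fewer dividing cells may thus account for the lower Lmnb1 mRNA, and an effect of TGF-β on Lmnb1 itself stays open.

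Genes that differ between KD and control cells might come from an interferon response that is stronger to the lamin B1 shRNA vector than to the control vector. Control cells carry an irrelevant shRNA, so a vector response common to both groups would cancel. Of an interferon list of 18 genes, 8 were tested, and their median log2 difference was 0.13 in untreated cells, 0.14 at 8 h and 0.06 at 24 h, with 7, 5 and 5 of the genes higher in KD cells. With a replicate left out, the medians ran from 0.05 (without control replicate 2) to 0.17, from 0.12 to 0.16 and from 0.05 to 0.11 (without KD replicate 1). The highest p of limma's fry over the time points was 0.0588, and the Benjamini-Hochberg adjusted values from limma were 0.0119, 0.0394 and 0.0654. Under limma's camera the Benjamini-Hochberg adjusted values were 0.0535, 0.370 and 0.444. After quantile normalization those of limma's fry were 0.00675, 0.0532 and 0.0139. Which time points are called thus depends on the test and the scaling. With the small size of the differences and 8 genes, such an unequal vector response and an effect of lamin B1 loss cannot be told apart for these genes. In parental cells, which carry no shRNA, limma's fry called the list under TGF-β, with members going both ways. The medians were -0.25 at 8 h and -0.06 at 24 h, with 4 of 9 genes higher at each time. The adjusted p was 0.00437 and 0.0119 by limma's fry with Benjamini-Hochberg adjustment, and 0.444 and 0.792 by limma's camera. With 0.1 added, the value at 24 h by limma's fry with Benjamini-Hochberg adjustment was 0.0990. The calls in parental cells thus depend on the test, and at 24 h on the added constant. Another explanation, that KD cells are shifted along the TGF-β response, is argued against. Across the 5956 genes that changed in parental cells at 8 h, the KD difference correlated with the parental change with r = -0.0838 in untreated cells, 0.0694 at 8 h and 0.0367 at 24 h, where genes are not independent replicates.

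The proliferation list was lower in KD than in control cells, with medians of -0.11 in untreated cells, -0.39 at 8 h and -0.68 at 24 h, and 0 of 18 genes higher at each time (adjusted p = 0.148, 0.00437 and 0.00253 by limma's fry with Benjamini-Hochberg adjustment). In untreated cells the median was 0.00 without control replicate 2 and -0.26 without control replicate 1. At 24 h the median was -0.69 after quantile normalization and -0.55 with the library left out that brings it closest to 0, KD replicate 1, which argues against scaling and against a single library as the cause. Whether KD cells stop dividing more under TGF-β cannot be told apart from a difference of another kind. The paper reports that KD cells grew as fast as control cells and did not become senescent. Its methods describe MTT assays without naming TGF-β treatment. The list here is mRNA and does not measure growth. The response was higher in KD cells for 0 of the 18 genes at 24 h and for 2 of them at 8 h. The adjusted p for the difference in response at 24 h was 0.0513 by limma's fry with Benjamini-Hochberg adjustment (median -0.48), with a range over the alternatives that use fry from 0.0284 to 0.0513, and at 8 h it was 0.160. Under limma's camera with Benjamini-Hochberg adjustment it was 2.4e-05 at 8 h and 2.0e-10 at 24 h, and the list in untreated KD against control cells had an adjusted p of 0.0114, so these calls depend on the test. For the mesenchymal list the adjusted p for the difference in response was 0.890 at 8 h and 0.615 at 24 h, and for the epithelial list 0.688 and 0.164, by limma's fry with Benjamini-Hochberg adjustment.

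The ATAC list of 24 h held 33811 peaks against 9782 and 10340. It contained 95.8% of the untreated and 97.2% of the 8 h ATAC peaks, and of the 3045 genes with a promoter peak at 24 h alone, 77.2% had reached 1 FPKM before treatment, against 9.88% of the genes without a promoter peak at any time. These values go with a more sensitive library at 24 h. The 2461 tested genes among them changed by a median of 0.01 on the log2 scale at 24 h, at the 99.9th percentile of lists with matched baseline expression (-0.01 on average). A median this close to 0 decides nothing, and a more sensitive library could also favour genes that are more active at 24 h. Higher sensitivity and more open chromatin at 24 h cannot be told apart with 1 library per time point.

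Lamin B1 + genes were unevenly spread over chromosomes. The SD over chromosomes of the ratio to genes matched in expression and ATAC was 0.499 in untreated cells, 0.247 at 8 h and 0.243 at 24 h. The highest values of 1000 permutations within these classes were 0.0915, 0.0608 and 0.0754, which argues against gene content and expression as the cause. In untreated cells the ratio was 2.16 on chromosome 19, against 0.234 on chromosome 14, 0.296 on chromosome 18 and 0.286 on chromosome X. The order of chromosomes in untreated cells correlated with that at 8 h with a Spearman rho of 0.910 and with that at 24 h of 0.904. Different numbers of chromosome copies in the cell line would raise ATAC peaks as well, and the rho between the lamin B1 ratio and ATAC peaks per gene of the same time was 0.526, 0.534 and 0.344. Copy number and a biological preference cannot be told apart, since both can raise the 2 measures and no input library was used here.

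Few lamin B1 + genes were shared by all time points. With lists of equal length the share was 27.3% against 28.7%. Shortening the longer lists by score also removes partners of untreated peaks, so this cannot decide whether unequal lengths are the cause. Of the untreated peaks below the lower quartile of scores, 53.0% were found at 8 h, against 91.4% of those above the upper quartile, so peaks near the limit of the peak caller may drop out between lists. A redistribution of lamin B1 stays open, with 1 library per time point and no replicate to measure how often a peak is found again.

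Genes that gained or lost lamin B1 between time points were compared in expression change with random lists of matched expression, in 6 comparisons. The match used the mean FPKM over all time points, so it includes values after treatment. The 3013 genes that gained it from untreated cells to 8 h changed by a median of -0.04 against -0.05 (94.55th percentile), and the 489 that lost it by -0.05 against -0.05 (39.05th). From 8 to 24 h the percentiles were 48.5 for 751 genes with a gain and 82.09 for 2114 with a loss. From untreated cells to 24 h they were 85.04 for 2167 genes with a gain and 19.4 for 1006 with a loss.

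The paper measures the EMT markers in KD cells as protein, and the values here are mRNA. Cdh1, which encodes E-cadherin, was higher in KD than in control cells by 0.68 at 8 h (adjusted p = 0.00173 from limma's moderated test with Benjamini-Hochberg adjustment) and by 0.94 at 24 h (adjusted p = 6.6e-04), and by 0.13 in untreated cells (adjusted p = 0.437). At 24 h it stood at 46.6 and 60.1 FPKM in KD cells and at 26.8 and 27.6 FPKM in control cells. Fn1 differed by 0.47, -0.04 and 0.31 (adjusted p = 0.303, 0.930 and 0.462 from limma with Benjamini-Hochberg adjustment), with 415 and 942 FPKM in KD cells at 24 h and 469 and 541 FPKM in control cells. Cdh2 differed by -0.06, 0.02 and -0.01 (adjusted p = 0.375, 0.755 and 0.924 from limma with Benjamini-Hochberg adjustment). Twist2 was higher in KD cells by 0.48, 0.42 and 0.45 (adjusted p = 0.0231, 0.0215 and 0.0207 from limma with Benjamini-Hochberg adjustment), and at 24 h with only the groups compared the adjusted p was 0.135, with a range over the alternatives from 0.0177. Lmnb2 was lower in KD cells by 0.38, 0.68 and 0.50 (adjusted p = 0.00336, 1.1e-04 and 7.6e-04 from limma with Benjamini-Hochberg adjustment), and in untreated cells with only the groups compared the adjusted p was 0.0606, with a range over the alternatives from 0.00350.

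In parental cells the mesenchymal list rose, with a median of 0.31 at 8 h (13 of 15 genes higher) and 1.28 at 24 h (12 of 15), and adjusted p = 0.00136 and 1.9e-04 by limma's fry with Benjamini-Hochberg adjustment. The epithelial list had a median of 0.20 at 8 h (4 of 7 genes higher) and -0.12 at 24 h (3 of 7), with adjusted p = 0.0215 and 0.0109 by the same test of limma and Benjamini-Hochberg adjustment. Of the mesenchymal genes 11 were called at 8 h and 14 at 24 h, and of the epithelial genes 6 and 5, with the same counts when adjusted over each list alone. The responses of control and KD cells followed those of parental cells with slopes of 1.02 and 1.09 at 8 h and 1.06 and 1.10 at 24 h.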
